# Genome-wide transcriptional changes triggered by water deficit on a drought-tolerant common bean cultivar

**DOI:** 10.1186/s12870-020-02664-1

**Published:** 2020-11-17

**Authors:** Josefat Gregorio Jorge, Miguel Angel Villalobos-López, Karen Lizeth Chavarría-Alvarado, Selma Ríos-Meléndez, Melina López-Meyer, Analilia Arroyo-Becerra

**Keywords:** Common bean, *P. vulgaris*, Drought, Abiotic stress, Cell wall, RNA-seq

## Abstract

**Background:**

Common bean (*Phaseolus vulgaris L.*) is a relevant crop cultivated over the world, largely in water insufficiency vulnerable areas. Since drought is the main environmental factor restraining worldwide crop production, efforts have been invested to amend drought tolerance in commercial common bean varieties. However, scarce molecular data are available for those cultivars of *P. vulgaris* with drought tolerance attributes.

**Results:**

As a first approach, Pinto Saltillo (PS), Azufrado Higuera (AH), and Negro Jamapa Plus (NP) were assessed phenotypically and physiologically to determine the outcome in response to drought on these common bean cultivars. Based on this, a Next-generation sequencing approach was applied to PS, which was the most drought-tolerant cultivar to determine the molecular changes at the transcriptional level. The RNA-Seq analysis revealed that numerous PS genes are dynamically modulated by drought. In brief, 1005 differentially expressed genes (DEGs) were identified, from which 645 genes were up-regulated by drought stress, whereas 360 genes were down-regulated. Further analysis showed that the enriched categories of the up-regulated genes in response to drought fit to processes related to carbohydrate metabolism (polysaccharide metabolic processes), particularly genes encoding proteins located within the cell periphery (cell wall dynamics). In the case of down-regulated genes, heat shock-responsive genes, mainly associated with protein folding, chloroplast, and oxidation-reduction processes were identified.

**Conclusions:**

Our findings suggest that secondary cell wall (SCW) properties contribute to *P. vulgaris* L. drought tolerance through alleviation or mitigation of drought-induced osmotic disturbances, making cultivars more adaptable to such stress. Altogether, the knowledge derived from this study is significant for a forthcoming understanding of the molecular mechanisms involved in drought tolerance on common bean, especially for drought-tolerant cultivars such as PS.

## Background

Water has become the most significant limiting factor in the world of agriculture, and therefore, affects the welfare of the human population. The increase in population around the world is driving up a huge demand for food, accompanied by the intensification of deforestation to create new farmland areas. More than a third of the earth’s surface consists of arid and semi-arid zones characterized by low rainfall that parallels low productivity in plants. This situation worsens due to global warming that has caused climate changes, which has negative impacts on agronomic activities that threaten food security [1–3]. Whereas climate changes have intensified precipitation in some areas, in other regions it has contributed to rainless and aridity. In México, the distribution of water resources is a worrying problem, since more than half of the country has desert and semi-desert characteristics. In addition, high temperatures and rainfall insufficiency have increased arid areas [4]. Therefore, numerous regions, where drought is already a challenge, will suffer from warmer and drier weather over the next few decades [5–8]. Thus, it is not surprising that drought is considered one of the major and most catastrophic environmental factors that negatively affect plant productivity and survival around the world [9–11].

Plants, being sessile organisms, have developed sophisticated mechanisms to confront environmental challenges [12, 13]. Although the damage caused by drought in plants depends on its extent and intensity, it affects overall plant growth by altering critical biological processes such as photosynthesis and nutrient assimilation [14, 15]. To cope with drought spells, plants trigger diverse phytohormone signaling, antioxidant and metabolite production and mobilization systems, in order to activate tissue water retention, osmotic adjustment, integrity of membrane system, and stomata adjustment, increase root water uptake, among others to maintain physiological water balance [16, 17]. In the case of common bean (*Phaseolus vulgaris* L.), a Mesoamerican originated legume crop that represents an essential plant protein source in developing countries such as those of Latin America and Africa, is relatively sensitive to drought stress compared to other legumes [18]. Although drought affects common bean growth and development at every stage of its life cycle, most of the studies have focused on vegetative and reproductive stages, being seed yield as the primary trait measured [16]. On the other hand, cultivated common bean varieties are classified into two well-defined genetic pools (Middle American and Andean), which are subdivided in landraces [19–23]. Despite *P. vulgaris* importance and its genetic diversity, with approximately 2900 records of cultivated varieties [24], the genomic information sources of common beans are limited. Until recently, remarkable efforts have been made to generate collections of *P. vulgaris* L. sequences [25–33]. In México, varieties belonging to the Middle American (Durango, Jalisco, and Mesoamerica) and Andean (Nueva Granada) genetic landraces are cultivated.

Considering the common bean sensitivity to drought stress, the improvement of drought tolerance has been one of the primary goals of breeding programs of this important crop [18, 34, 35]. Wild beans have been excellent genetic sources to improve currently used common bean cultivars, especially wild beans from semiarid regions of México [36–38]. Those efforts have derived into the development of cultivars tolerant to drought, such as Pinto Saltillo (PS), a commercial cultivar that is a member of the Durango race [35, 39]. Although the Durango race is the only group that contains cultivars with significant drought tolerance [23], other cultivars have been successfully cultivated in the north of México. Among such cultivars is the black bean landrace known as Negro Jamapa 81, which has been the most studied Mesoamerican cultivar at the molecular level [31, 40–43]. Another high yield bean cultivar is Azufrado Higuera (AH), belonging to the Nueva Granada race, which is the most widely cultivated Andean race in the north of México [44, 45].

According to the Agency of marketing services and development of agricultural markets of Mexico (ASERCA), it has been estimated that PS, Negro Jamapa, and AH represent around 70% of the national bean production [46]. Thus, a comparison among these common bean genotypes concerning drought-derived effects is scarce and necessary. Moreover, since withstanding water deficit during the vegetative phase of *P. vulgaris* determines good yields under drought conditions, here we analyzed physiological parameters of PS, Negro Jamapa Plus (NP), a purified version of Negro Jamapa 81, and AH common bean cultivars under drought stress. Based on this analysis, a genome-wide approach was applied to the most drought-tolerant cultivar, namely the RNA profiling of PS after 2 weeks of drought. Taken together, the assessment of drought tolerance of PS at the physiological and molecular level shed light into the putative molecular mechanisms of how this common bean cultivar responds and adapts to drought.

## Results

### Differential response of three common bean cultivars subjected to drought stress

Common bean plants were subjected to a period of progressive water deficit for 2 weeks by suppression of watering. In contrast, control plants were watered all the time. After 2 weeks of water withdrawal, all common bean plants showed clear symptoms of drought (Fig. 1a). Regular irrigation of all drought-treated plants was re-established to determine whether these common bean cultivars could recover after the drought treatment. Two weeks later, post-drought recovery was assessed (Fig. 1b). Relative growth (RG) values showed that all bean cultivars indeed slowed their growth after 2 weeks of drought stress (Fig. 2a). In the case of photosystem II (PSII) efficiency, as measured by the Quantum yield (equivalent to *F*_*v*_*’/F*_*m*_*′*, ratio of variable to maximum fluorescence of open PSII in light-pre-adapted plants), a reduction was observed in all three varieties (Fig. 2b). The reduction of the PSII efficiency was only true for trifoliates and not for the first true leaves (Additional file 1: Fig. S1). The negative effect on RG was observed since 1 week of drought treatment when compared to the control condition of the same age, where it was observed that the three cultivars stopped their growth capacity (Additional file 2: Fig. S2a). On the other hand, the *F*_*v*_*’/F*_*m*_*′* parameter was sensitive to the water deficit, since the PSII efficiency decreased after 1 week of drought treatment in the three cultivars, and this decrease was accentuated at 14 days of drought. (Additional file 2: Fig. S2b). Although the reduction of growth, as well as the PSII efficiency, followed a similar fashion, determination of the fresh and dry weight of plants after 2 weeks of drought showed a remarkable difference among varieties (Fig. 2c and d). PS and AH exhibited the highest FW and DW compared to NP (Fig. 2c and d); however, PS showed the highest DW values of the aerial part after drought stress (Fig. 2d). Although a correlation was observed between FW and DW values in the case of well-watered control plants, in which DW values were 10 % of those of FW, PS cultivar exhibited the major difference between FW and DW values under the drought treatment (Additional file 3: Fig. S3). On the other hand, a look into the RG values after recovery showed that PS and AH cultivars increased their growth, whereas NP did not, evidencing the capacity of PS and AH to re-start growth after drought stress (Fig. 2a). In the case of the PSII efficiency in recovery conditions, only PS and NP trifoliates were capable of recovering PSII efficiency, and AH was not (Fig. 2b). A striking observation is that PS plants, on which the PSII efficiency was measured, did not present senescent leaves after 2 weeks of re-watering, whereas AH and NP showed senescent leaves (Fig. 2b). Finally, DW values of the aerial and root parts of plants belonging to the group of the post-drought recovery assay (72 days-old) showed that control plants of PS had remarkable higher biomass in comparison to AH and NP (Fig. 2e and f, and Additional file 3: Fig. S3b). In summary, the measurements of physiological features of three common bean cultivars subjected to drought stress and then re-watered for recovery, indicate that during drought stress PS suffered less damage in leaves, had the highest DW values of aerial part, and had the highest FW and DW under control conditions. In addition, in the post-drought recovery assay, PS appearance was not wilty, greener leaves, more robust, showed a good capacity to re-start growth, recovered normal PSII efficiency and had high root DW values; leading to conclude that PS cultivar has better drought tolerance capacities than AH and NP varieties, although the latter also have good traits under water deficit conditions.

**Fig. 1:**
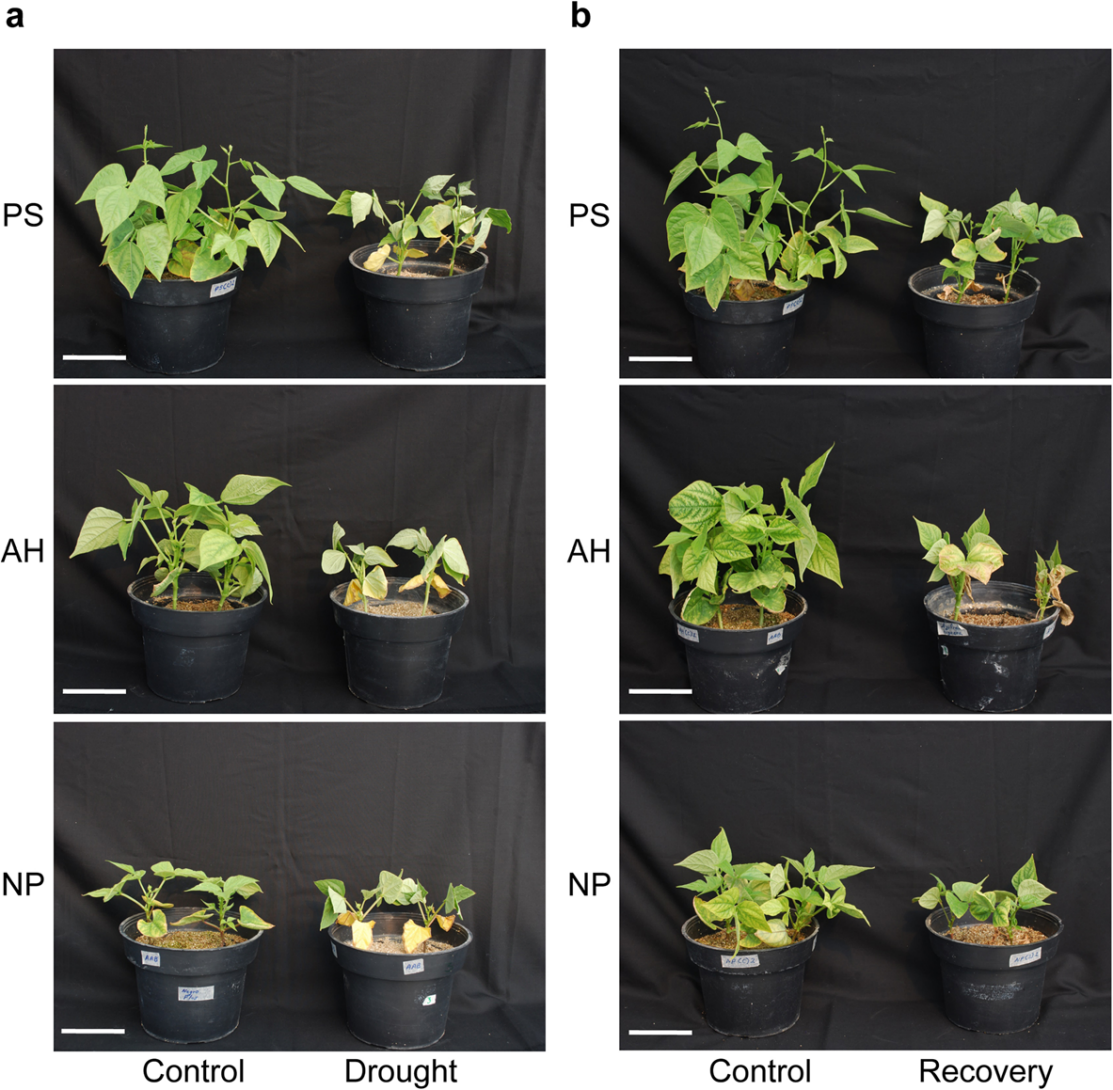
Effect of drought stress on the phenotypic appearance of three common bean cultivars. **a.** Phenotypic appearance of bean cultivars after two weeks of drought stress. **b.** Phenotypes of bean cultivars after two weeks of recovery. Pictures are representative of at least three independent experiments. Pinto Saltillo (PS), Azufrado Higuera (AH), and Negro Jamapa Plus (NP). Scale bar = 10 cm

**Fig. 2:**
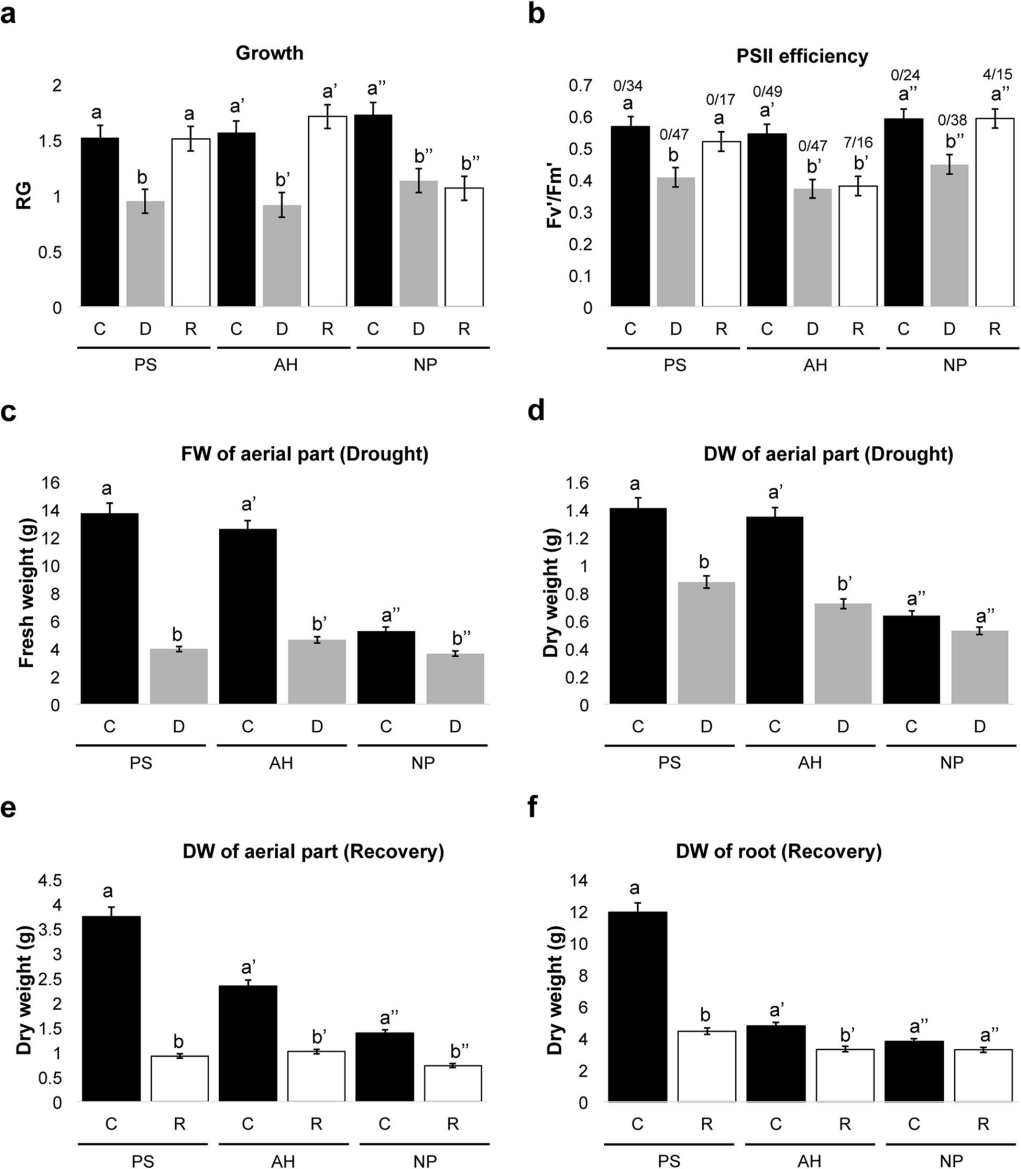
Changes in physiological parameters of three common bean cultivars in response to drought. **a.** Relative growth (RG) values of bean cultivars after two weeks of drought stress (sixty-days after transplanting), as well as RG values after two weeks of re-hydration (seventy-four-days after transplanting). **b.** Values of PSII efficiency (*F*_*v*_*’/F*_*m*_*′*) of bean cultivars at the end of drought treatment, and after two weeks of recovery (re-watering) are shown for the first three trifoliates. Numbers above bars indicate the number of senescent leaves in each case. **c** and **d** Fresh weight (FW) and Dry weight (DW) of the aerial parts of well-watered and drought-stressed plants (sixty-days after transplanting), respectively. **e** and **f** DW of the aerial and root parts of control and re-watered plants (seventy-four-days after transplanting), respectively. Pinto Saltillo (PS), Azufrado Higuera (AH), and Negro Jamapa Plus (NP). C, Control; D, Drought; R, Recovery. Graphical representation of mean ± SE of six to nine individual plants from each experiment, out of at least two independent biological experiments. One-way ANOVA was used to compare the statistical difference between measurements (*P* < 0.05). Different letters indicate significant differences compared to the control plants

### RNA profiling of PS after two weeks of drought stress

Since PS has previously been described as a drought-tolerant cultivar [35, 39, 47], and showed better tolerance to drought than AH and NP, such cultivar was assessed to get insights into the molecular mechanisms that could contribute to its tolerance, as a first approach, the transcriptome of aerial tissues on this common bean cultivar was examined using the RNA-Seq technology. 

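The RNA-Seq data compare the aerial tissue of well-watered PS plants (control) with that of PS plants left without watering for 2 weeks from 45 days of age (drought). Each pool of tissue held 6 to 9 plants, and the RNA of the pools was combined before the library was made. The deposited values are therefore 1 per gene and condition, and no difference between control and drought has a replicate check. Poly(A) RNA was sequenced from single ends, and the authors trimmed the reads with Trimmomatic, aligned them with TopHat and estimated gene expression with Cufflinks, Cuffmerge and Cuffdiff. The paper's uniquely mapped reads number 51848176 for the control and 48016093 for the drought library, out of 56558482 and 51367879 preprocessed reads of 36 bp. For 27197 genes on 11 chromosomes, the deposited table gives FPKM in both libraries and Cuffdiff's log2 fold change, p-value and q-value. Reads counted on each gene are not given beside them, so intervals from counting error were not computed. If the uniquely mapped reads are the total behind the FPKM, an FPKM of 1 stands for 51.8 reads per kb of transcript in the control library and 48.0 in the drought library. For each gene, the log2 ratio of drought FPKM + 1 to control FPKM + 1 was computed from these values. The added 1 understates the change of genes with low FPKM, and Cuffdiff's own fold change has no such addition. Gene positions are those of the table, whose identifiers end in version 1.0, while the methods name annotation version 2.1, so the build of the coordinates is not settled.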

The total number of preprocessed reads, with an average read length of 36 bp, ranged from 51 to 56 million (Table 1). Then, reads were aligned to the *P. vulgaris* reference genome with TopHat/Bowtie, a fast splice junction mapper proper for short reads. A high percentage of uniquely mapped reads were obtained, whereas reads that did not map were low (Table 1). In the case of the control condition, 91.7% of the reads were uniquely mapped in the genome, whereas 93.5% were mapped in the drought condition (Table 1). 

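FPKM of at least 1 was reached by 18046 genes in the control library and by 19216 in the drought library, and FPKM of at least 100 by 1481 and 1348 genes. The control library listed 3313 genes at 0 and the drought library 2916, and 2506 genes were at 0 in both. Over the 19661 genes with FPKM of at least 1 in either library, the median FPKM was 11.6 in control and 11.5 in drought, and the upper quartile was 30.3 and 28.4. The 10 most abundant genes took 30.2% of all FPKM in control and 27.5% in drought. Phvul.002G090600 was the most abundant gene of both libraries, at 101421 and 71467 FPKM, and is named here after its values were seen. Across genes, which are not independent replicates, log2(FPKM + 1) of the libraries had a Pearson correlation of 0.899 and FPKM a Spearman correlation of 0.892. Of the 19661 genes, 81.7% stayed within 2-fold. The median log2 ratio was −0.03, and it moved most, to 0.06, when each library was scaled to the same sum of FPKM.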

Expression levels of genes were determined using Cuffdiff, taking into account the FPKM values (Additional file 4: Fig. S4). Overall, 1005 putative differentially expressed genes (DEGs) were identified, from which 645 genes were found to be up-regulated by the drought treatment, whereas 360 were down-regulated (Table 1 and Additional file 5: Table S1). 

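In the authors' deposited table, 1417 genes have a P-value of at most 0.05, the criterion given in the methods, with 864 higher and 553 lower under drought. All 1005 genes of Table S1 were found there with identical values. Their smallest log2 fold change in the authors' deposited table is 2.00 in size, and 71 of them have a P-value above 0.05, the largest being 0.0598. Among the alternative criteria, the q-value moved this count most: 34 genes have a q-value of at most 0.05 in the authors' deposited table, 19 higher and 15 lower, and 23 of them are in Table S1. On the log2(FPKM + 1) scale, 805 genes changed at least 4-fold, 487 of them higher and 318 lower under drought. With the 4-fold limit kept, that count moved most with a pseudocount of 0.01 in place of 1, to 3359 genes, and a 2-fold limit gave 3607. Of the genes in Table S1, 670 changed at least 4-fold on the log2(FPKM + 1) scale, 383 up-regulated and 287 down-regulated. The median log2 ratio was 2.19 for the up-regulated and −2.31 for the down-regulated genes of the list. FPKM was below 1 in the lower library for 330 genes, made up of 264 up-regulated genes in control and 66 down-regulated genes in drought.

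**Figure D1:**
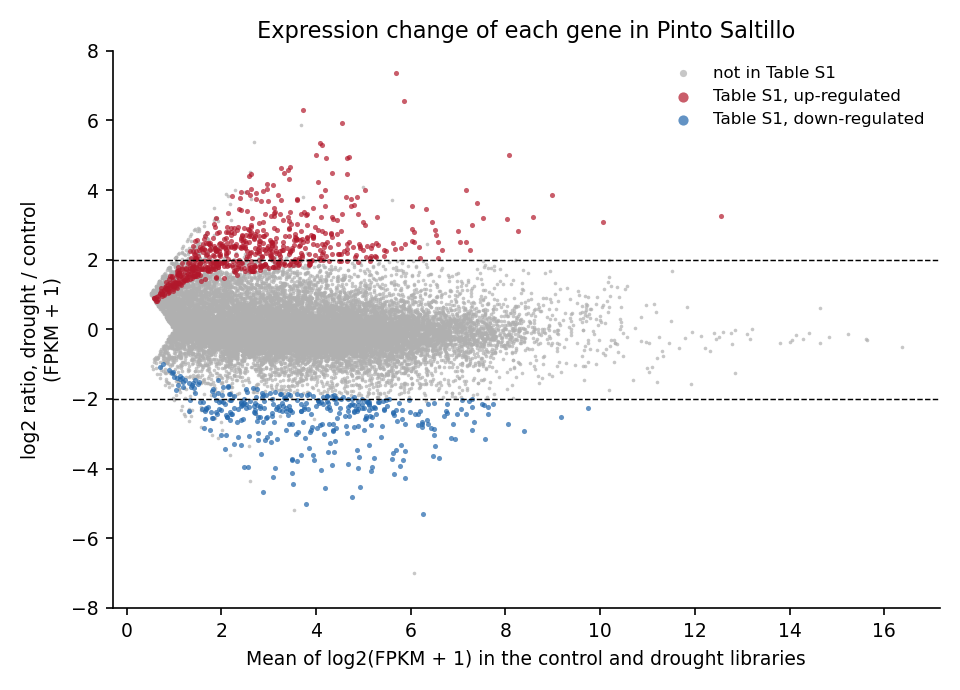
Log2 ratio of drought to control (FPKM + 1) against the mean of log2(FPKM + 1) in both libraries, for the genes with FPKM of at least 1 in either library. Each point is a gene, those of Table S1 are coloured by direction, and dashed lines mark a 4-fold change. Phvul.011G120500, listed at 0 in the control library, lies above the axis. Many up-regulated genes of Table S1 with a log2 ratio under 2 sit at the left, where expression is low.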

Semi-quantitative RT-PCR analyses for some selected DEGs according to the Functional association networks (see below) were performed for validation (Fig. 3 and Additional file 6: Fig. S5). Accordingly, *PYL4, XTH6*, *CESA4,* and *CSLD5,* which were found to be up-regulated in the RNA-Seq data, were confirmed as induced in the RT-PCR analysis (Fig. 3 and Additional file 6: Fig. S5). On the other hand, the expression of *HSP70*, *HSFA2*, *FTSH6,* and *HYH*, which were down-regulated genes in the dataset, were reduced in the drought stress condition as assessed by RT-PCR (Fig. 3 and Additional file 6: Fig. S5). Some of these DEGs were also tested in the other two cultivars of common bean, namely AH and NP, showing a similar response mainly for up-regulated genes (Additional file 7: Fig. S6). 

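PYL4 (Phvul.010G065400), on chromosome 10 from 12809673 to 12810293, encodes an abscisic acid receptor and had 4.34 FPKM in control and 117 FPKM in drought, a log2 ratio of 4.46. XTH6 (Phvul.002G008400), a xyloglucan endotransglucosylase/hydrolase gene on chromosome 2 from 952941 to 954596, had 1.84 and 90.5 FPKM, a log2 ratio of 5.01. CESA4 (Phvul.009G242700) had 1.07 FPKM in control and 18.1 FPKM in drought, a log2 ratio of 3.21. CSLD5 (Phvul.001G211000), on chromosome 1 from 47468476 to 47472938, was the lowest of these genes, at 0.107 and 1.85 FPKM. Its log2 ratio of 1.36 was under 4-fold, and it was the one moved most by the pseudocount, reaching 3.98 with a pseudocount of 0.01. The P-values in the authors' deposited table are 0.0045 for PYL4, 0.0018 for XTH6 and 0.00875 for CSLD5, with q-values of 0.333, 0.247 and 0.429.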

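HSP70 (Phvul.011G065000), on chromosome 11 from 5660904 to 5663992, had 209 FPKM in control and 14.5 FPKM in drought, a log2 ratio of −3.76. HSFA2 (Phvul.009G078300), a heat shock transcription factor gene on chromosome 9 from 12751693 to 12753965, went from 6.18 to 0.398 FPKM, a log2 ratio of −2.36. FTSH6 (Phvul.008G040800), on chromosome 8 from 3421676 to 3424688, went from 22.3 to 0.503 FPKM, a log2 ratio of −3.96. HYH (Phvul.010G018200), on chromosome 10 from 2822209 to 2825609, had 40.2 FPKM in control and 2.06 FPKM in drought, a log2 ratio of −3.75. The P-values in the authors' deposited table are 0.00025 for HSP70, 0.04485 for HSFA2, 0.0018 for FTSH6 and 0.006 for HYH. The q-values are 0.0945 for HSP70, 0.764 for HSFA2, 0.247 for FTSH6 and 0.378 for HYH. In drought, HSFA2 and FTSH6 were below 1 FPKM. All 8 genes of the RT-PCR analysis had the same direction under each pseudocount and scaling tried. A pseudocount cannot change a direction, and the scalings were too small to do so at these ratios.

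**Figure D2:**
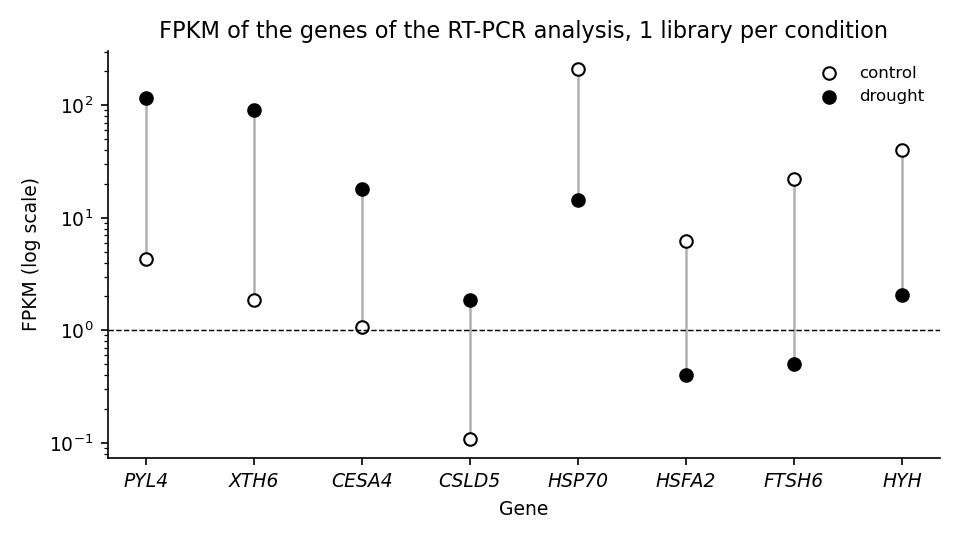
FPKM on a log axis of the 8 genes of the RT-PCR analysis in the control (open circles) and drought (filled circles) libraries, with 1 value per condition. The dashed line marks an FPKM of 1. PYL4, XTH6, CESA4 and CSLD5 are higher in drought, and HSP70, HSFA2, FTSH6 and HYH are lower.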

As RNA samples for semi-quantitative RT-PCR assays were different from those used for RNAseq, but from independent experiments under the same control and drought stress conditions, this independent verification supports the reproducibility and reliability of our transcriptome analysis, and validates the RNA-seq data. Altogether, the RNA-Seq analysis shows that multiple genes of PS are modulated by drought stress.

**Table 1:** Mapping results of PS RNA-Seq reads

Sample	Preprocessed reads	Uniquely mapped reads (%)	Unmapped (%)	Up-regulated	Down-regulated
Control	56,558,482	51,848,176 (91.7)	4,577,494 (8.8)		
Drought	51,367,879	48,016,093 (93.5)	4,562,461 (9.5)	645	360

**Fig. 3:**
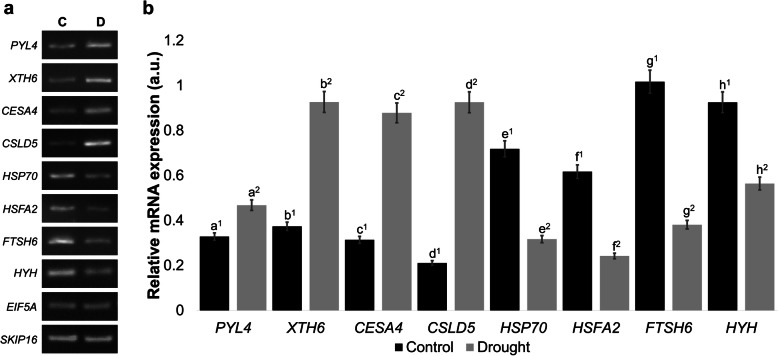
Validation of selected DEGs determined by semi-quantitative RT-PCR. a. RT-PCR analysis by agarose gel electrophoresis of up- (*PYL4, XTH6*, *CESA4*, and *CSLD5*) and down-regulated (*HSP70*, *HSFA2*, *FTSH6*, and *HYH*) genes are shown for PS. Constitutive genes from our RNA-Seq data (*EIF5A*) and previously reported (*SKIP16*) were used in the analysis. Representative gels corresponding to 32 (*CESA4, CSLD5,* and *HSP70*) and 34 (*PYL4, XTH6, HSFA2, FTSH6, HYH, EIF5A,* and *SKIP16*) cycles are shown. (C, Control; D, Drought). **b.** Density analysis of PCR bands was determined by ImageJ software and normalized using the *EIF5A* constitutive internal control corresponding to each condition (a.u. - arbitrary units). Graphical representation of mean ± SE of at least three independent replicates. One-way ANOVA was used to compare the statistical difference between measurements (*P* < 0.05). Samples tested for the same gene are indicated by lowercase letters. Significant differences compared to the control samples are indicated by different numbers

### Enrichment analysis of DEGs upon drought stress in PS

Transcriptional changes took place in the PS cultivar in response to drought stress involving numerous up- and down-regulated genes (Fig. 4a and Additional file 5: Table S1). To find out the biological significance of such DEGs during drought, we made a Gene ontology (GO) enrichment analysis of up- and down-regulated genes in relation to Biological process, Molecular function, or Cellular component. The singular enrichment analysis (SEA) performed with the AgriGO tool revealed that significant GO terms were enriched in the set of DEGs (Fig. 4b). Accordingly, 43 GO terms were found enriched in the case of up-regulated genes (Fig. 4b), from which 18 correspond to Biological processes, 20 to Molecular function, and five to Cellular component (Additional file 8: Table S2). On the other hand, down-regulated genes contained only seven GO terms (Fig. 4b). Besides the lower number of GO terms found in the group of down-regulated genes, this set of DEGs did not contain the Cellular component classification but did contain three and four GO terms corresponding to Biological process and Molecular function respectively (Additional file 8: Table S2). 

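GO terms were counted with the GO column of the deposited table, which gives terms for 24570 genes, including 600 of the 645 up-regulated genes. The counts were set beside 10000 random sets of genes with the same mean expression, drawn from the 22063 genes with a P-value below 1 and FPKM above 0 in both libraries. The term carbohydrate metabolic process was carried by 42 up-regulated genes, against a median of 11 and at most 26 in the random sets. In the background, 365 genes carry this term. The narrower term cellular glucan metabolic process was carried by 12 up-regulated genes and by 32 genes of the background, and the random sets held at most 6. None of the down-regulated genes carried it. Cellulose biosynthetic process was carried by 8 up-regulated genes, and 600 of the random sets held as many.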

Among the first GO terms significantly enriched within the Biological process category corresponding to up-regulated genes, there were processes involved in carbohydrate metabolism, such as carbohydrate metabolic process (58 genes), cellular glucan metabolic process (18 genes) and glucan metabolic process (18 genes) (Fig. 4b and Additional file 8: Table S2). 

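Among Molecular function terms, hydrolase activity on O-glycosyl compounds was carried by 34 up-regulated genes, with a median of 7 in the random sets and a maximum of 19. This term was also carried by 13 down-regulated genes, more than in any of their random sets, which had a median of 3 and a maximum of 11. Xyloglucan:xyloglucosyl transferase activity was carried by 11 up-regulated genes out of 28 in the background, and no random set held more than 6. Among Cellular component terms, extracellular region was carried by 160 up-regulated genes, where the random sets had a median of 45 and a maximum of 70. The term cell wall was carried by 86 up-regulated genes, against a random median of 14, and apoplast by 49, against a random median of 9. Down-regulated genes carried these component terms less often, with 30 for extracellular region, 18 for cell wall and 12 for apoplast. Of the random sets drawn for the down-regulated genes, 652 held as many genes of the extracellular region, 33 as many of the cell wall and 219 as many of the apoplast.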

Consistent with this, GO terms corresponding to Molecular function and Cellular component also suggested that most of the up-regulated genes of PS during drought treatment were involved in carbohydrate metabolism in the cell periphery (Fig. 4b and Additional file 8: Table S2). 

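Oxidation-reduction process was carried by 44 of the 360 down-regulated genes, where matched random sets had a median of 15 and a maximum of 30. Oxidoreductase activity was carried by 29 of them, against a random median of 10, and iron ion binding by 18, against a random median of 4. Fatty acid biosynthetic process was carried by 7 down-regulated genes, and 42 of the 10000 random sets held as many. Oxidation-reduction genes were also found among the up-regulated genes, where 39 carried the term and 63 of the random sets held as many.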

In the case of GO terms found within the down-regulated genes, Biological and Molecular processes identified a tendency to oxidation-reduction/oxidoreductase activity categories (Fig. 4b and Additional file 8: Table S2). The lack of GO terms associated with Cellular component among the down-regulated genes encouraged to predict the subcellular localization of this group of DEGs, as well as of the up-regulated genes. According to the CELLO predictor, up-regulated DEGs had the highest proportion of proteins localized in the cell periphery considering extracellular proteins (170, 26.36%) and plasmatic membrane-associated proteins (131, 20.31%), followed by nuclear-localized predicted proteins (187, 28.99%), cytoplasmic (68, 10.54%), chloroplast (28, 4.34%), mitochondria (23, 3.57%), lysosome (16, 2.48%), vacuole (5, 0.77%), cytoskeleton (1, 0.16%) and endoplasmic reticulum (1, 0.16%); besides 15 proteins without prediction (2.33%) (Fig. 4c). In contrast, down-regulated genes increased the proportions of cytoplasmic (80, 22.22%), mitochondria (31, 8.61%) and chloroplast (29, 8.06%) localized proteins, whereas extracellular proteins (38, 10.56%) decreased (Fig. 4d). Similar proportions of proteins were predicted for subcellular localization in the nucleus (92, 25.56%), plasmatic membrane (74, 20.56%), lysosome (2, 0.56%), vacuole (2, 0.56%), endoplasmic reticulum (1, 0.28%) and proteins without prediction (10, 2.78%) under up- and down-regulated genes; besides one peroxisome protein (0.28%) in down-regulated genes (Fig. 4c and d).

**Fig. 4:**
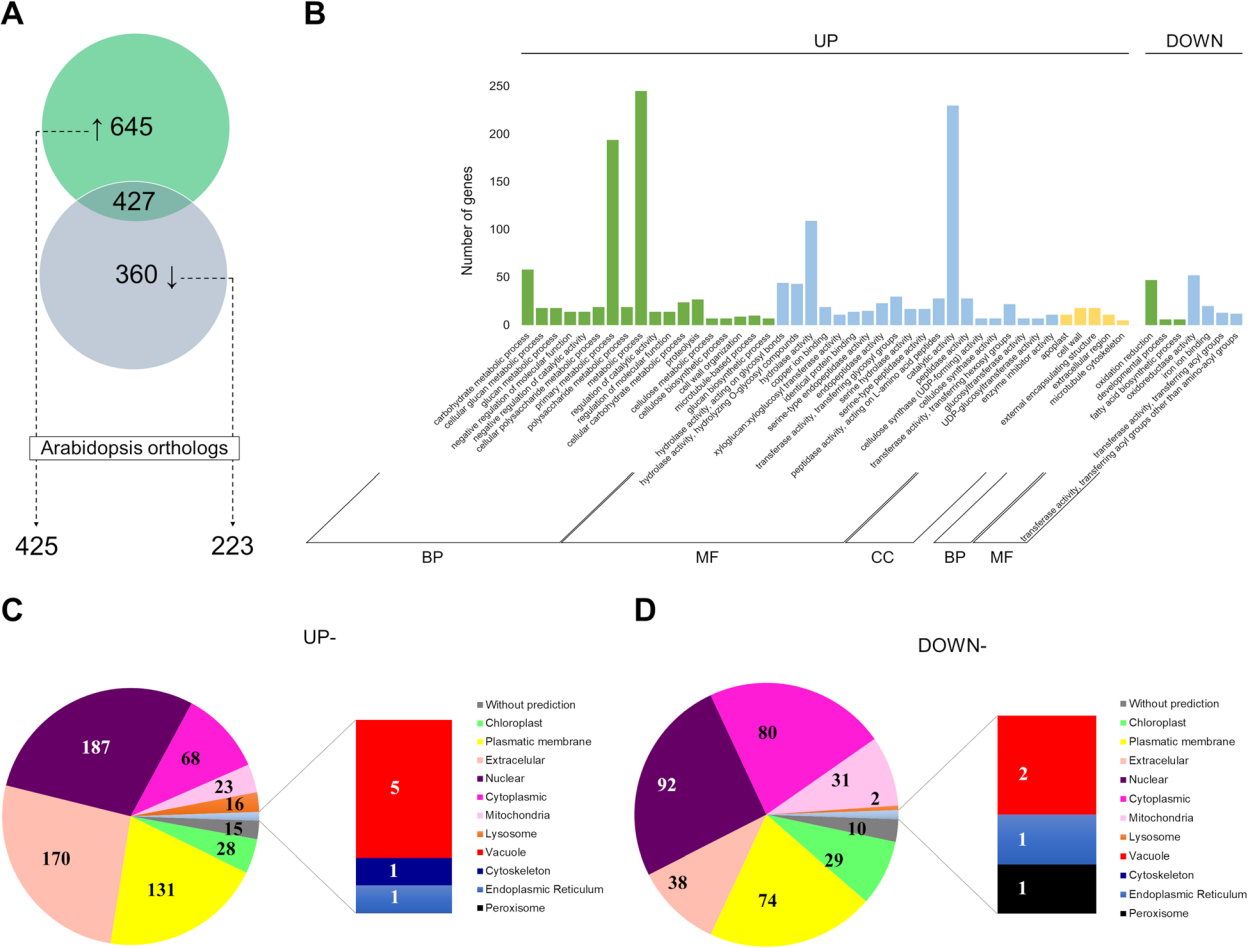
Classification of PS DEGs in response to drought stress. **a**. Venn diagram showing the number of up- and down-regulated genes in response to drought stress. Genes with no expression changes are also shown. The numbers of Arabidopsis orthologs corresponding to the up- and down-regulated genes are shown below the Venn diagram. **b.** Gene ontology (GO) terms enriched or depleted among the up- and down-regulated genes according to Biological process (BP), Molecular function (MF), or Cellular compartment (CC) are shown. **c** and **d** Subcellular classification of up- and down-regulated genes in response to drought stress respectively

An additional analysis considering only those DEGs with orthologs in Arabidopsis (Fig. 4a) showed the same tendency, namely that up-regulated genes were mainly associated with carbohydrate metabolism in the cell periphery, whereas down-regulated genes were classified as responsive to abiotic stress (Additional file 9: Fig. S7 and Additional file 10: Table S3). Particularly, in the case of up-regulated genes classified within the Biological process category, such DEGs were enriched, among others, in the following GO terms: cell wall organization or biogenesis, polysaccharide metabolic process, polysaccharide biosynthetic process, carbohydrate metabolic process, cell wall macromolecule metabolic process, and glucan metabolic process (Additional file 10: Table S3). In the case of the Cellular component category, this classification showed that up-regulated genes were mainly associated with cell wall-membrane-cytoskeleton continuum (cell periphery), as reflected by the following GO terms: external encapsulating structure, cell wall, extracellular region, intrinsic to the plasma membrane, anchored to the membrane, apoplast, cell-cell junction, and plasmodesma (Additional file 10: Table S3). On the other hand, Arabidopsis orthologs corresponding to down-regulated genes showed enrichment of Biological processes related to abiotic stress response, whereas GO terms associated with Cellular component were depleted (Additional file 9: Fig. S7 and Additional file 10: Table S3). Thus, GO enrichment analysis suggests that most of the up-regulated genes in PS in response to drought belong to processes related to carbohydrate metabolism within the cell periphery, whereas down-regulated genes are associated with an abiotic stress response.

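In the GO column of the deposited table, which annotates the bean genes themselves, response to heat was carried by 30 down-regulated genes, with a random median of 5. Response to high light intensity was carried by 29 down-regulated genes, and heat acclimation by 14, and no random set held as many of either. Response to abscisic acid stimulus was carried by 31 down-regulated genes, with at most 25 in the random sets. Hyperosmotic salinity response was carried by 12, which 1 of the random sets reached. Among the up-regulated genes, 7 carried response to heat and 4 response to high light intensity, inside the range of the random sets. For the Cellular component term chloroplast, 70 down-regulated genes carried it, near the random median of 66, and 67 up-regulated genes, below the random median of 91.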

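To see whether these processes moved as a whole, the median log2 ratio was taken over all genes of a GO term with FPKM of at least 1 in either library, whether called as DEGs or not. Each median was placed among those of 10000 random gene lists of the same size and mean expression, which describes these libraries and is no test across conditions. The 1301 genes of the extracellular region had a median of 0.38, the 450 genes of the cell wall 0.29 and the 292 genes of the apoplast 0.32, and each lay at the 100th percentile. Carbohydrate metabolic process, with 321 genes, had a median of 0.17, and cellular glucan metabolic process, with 29 genes, had a median of 1.55. On the lower side, response to heat had a median of −0.39 over 262 genes and response to high light intensity −0.35 over 226 genes, both at percentile 0. Iron ion binding had a median of −0.19 over 228 genes, and oxidation-reduction process, with 809 genes, a median of −0.08 at percentile 1.3. Other terms counted above among the down-regulated genes were not lower as sets, with oxidoreductase activity at −0.02 (551 genes, percentile 82.2) and fatty acid biosynthetic process at −0.13 (99 genes, percentile 19.5). Response to abscisic acid stimulus had a median of −0.05 at percentile 40.4 and hyperosmotic salinity response −0.12 at percentile 7.33, inside the random range. The same holds for response to water deprivation, with 342 genes and a median of −0.06 at percentile 37.3. The genes of ribosome structure, taken as a reference, had a median of −0.09 at percentile 45.1. The median of the cell wall genes moved most, to 0.11, when only genes with FPKM of at least 1 in both libraries were kept, and stayed at the 100th percentile. The 126 genes of cellulose biosynthetic process had a median of 0.13 at percentile 99.7, which became percentile 91.4, inside the random range, with only genes of FPKM at least 5 in either library. From the enrichment of terms in both lists of DEGs, the paper proposes that the up-regulated genes act in carbohydrate metabolism at the cell periphery and the down-regulated genes in an abiotic stress response.

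**Figure D3:**
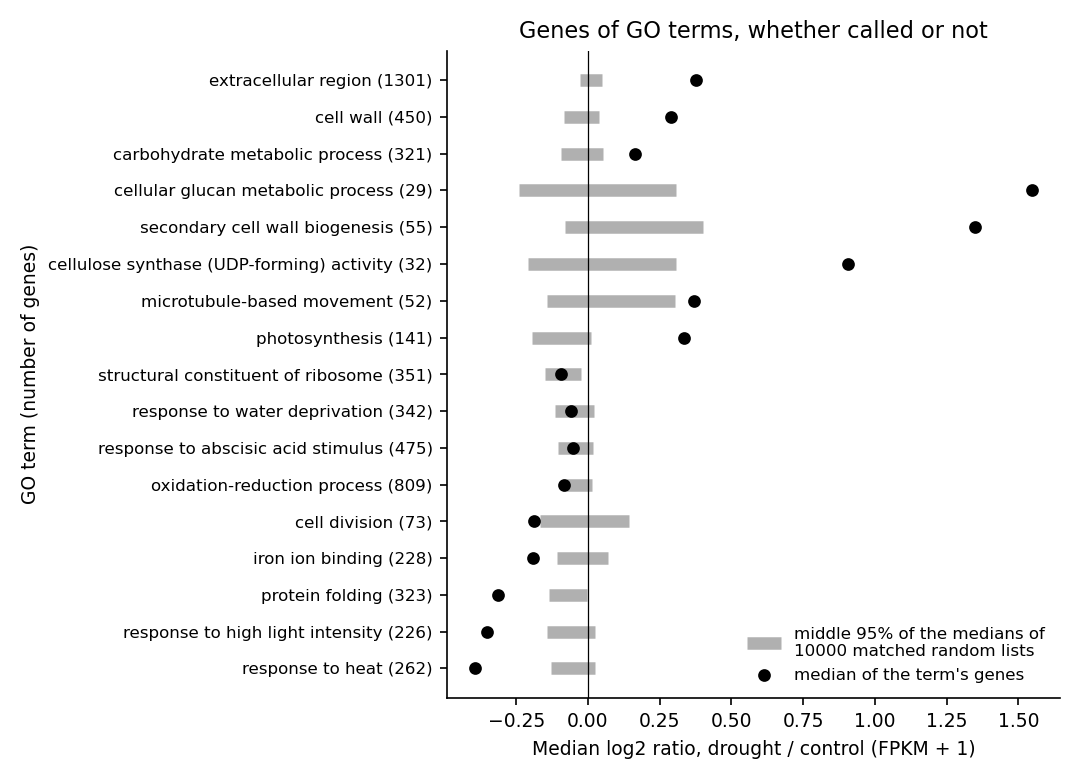
Median log2 ratio of drought to control (FPKM + 1) over all genes of 17 GO terms (points), with the number of genes in brackets. Grey bars span the middle 95% of the medians of 10000 random lists matched on size and mean expression. Terms of the cell wall and the extracellular region lie to the right of their bars and terms of heat and protein folding to the left.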

### Representative biological pathways in response to drought stress in PS

To further unraveling possible biological pathways significantly enriched within the up- and down-regulated genes in response to drought stress in the PS cultivar, DEGs with orthologs in Arabidopsis were subjected to analysis using PANTHER. As result, genes involved in Polysaccharide metabolic processes were overrepresented within the up-regulated genes of PS, whereas protein folding was the biological pathway enriched within the down-regulated genes (Additional file 11: Fig. S8). 

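Polysaccharide biosynthetic process was carried by 18 up-regulated genes of Table S1, against a random median of 4, and by 1 down-regulated gene. Its 112 genes with FPKM of at least 1 in either library had a median log2 ratio of 0.72, where the middle 95% of the medians of random lists ran from −0.16 to 0.09. Protein folding was carried by 28 down-regulated genes, against a random median of 6 and a maximum of 17, and by 8 up-regulated genes. The 323 genes of protein folding had a median log2 ratio of −0.31, where the middle 95% of random medians ran from −0.14 to −0.00. For the 105 genes of unfolded protein binding the median was −0.28, at percentile 0.03, and 4 genes of this term were among the down-regulated genes of Table S1.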

Additional analysis with GENEMANIA and DAVID supported the results obtained by PANTHER (Additional file 12: Table S4).

Based on these results, all those Arabidopsis orthologs of DEGs PS genes were grouped according to cellular processes (Fig. 5 and Additional file 13: Table S5). In the case of the 425 orthologs corresponding to up-regulated genes, such DEGs formed 10 groups according to different cellular processes (Fig. 5a and Additional file 13: Table S5). 

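The 425 orthologs come from 446 up-regulated bean genes, since several bean genes share an Arabidopsis ortholog. The 223 orthologs of the down-regulated side come from 230 bean genes. The other DEGs have no ortholog in Table S1 and enter neither the groups nor the networks.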

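On the log2(FPKM + 1) scale, every group of up-regulated orthologs outside the cell wall had a median between 1.93 and 2.42, and each of their genes was higher under drought. Perception and signaling genes had a median log2 ratio of 1.98, and 34 of them were below 1 FPKM in control. Metabolism had a median of 2.11, stress responses a median of 2.40 and transcription a median of 2.31. Cell structure and dynamics had the lowest control expression, with a median of 0.449 FPKM, and reached 6.85 FPKM in drought. Lipid metabolism had a median log2 ratio of 2.42, hormones and development 2.32 and protein turnover 2.22. The groups were formed from genes called in the same libraries, so their medians are not independent evidence of a change.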

Genes classified into the group of cell wall dynamics were the most prominent (85), followed by perception and signaling (62), metabolism (54), stress response (46), transcription (44), cell structure and dynamics (26), lipid metabolism (20), hormone and development (18), protein turnover (13), as well as unclassified genes (57) (Fig. 5a). On the other hand, among the 223 orthologs for downregulated genes (Additional file 13: Table S5), grouping into different cellular processes resulted in nine groups: protein folding (33), stress response (27), lipid metabolism (23), hormone and development (22), perception and signaling (15), cell wall dynamics (14), transport (13), metabolism of amino acids (7), and unclassified functions (69) (Fig. 5b). 

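The down-regulated groups apart from protein folding had median log2 ratios between −2.56 and −2.09. The 27 genes of stress response had a median of −2.38, with a median FPKM of 39.6 in control and 6.44 in drought. Lipid metabolism had a median log2 ratio of −2.26, hormone and development −2.16, cell wall dynamics −2.29 and transport −2.35. The 7 genes of amino acid metabolism had the lowest median, −2.56. In control, 1 gene of these groups was below 1 FPKM, namely Phvul.002G030900 in lipid metabolism, which went from 0.809 to 10.9 FPKM under drought. Phvul.002G286200 and Phvul.002G210200 (EXL2) were also higher in drought, at 67.2 and 129 FPKM against 15.2 and 36.2 FPKM in control.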

Taken together, classification of Arabidopsis orthologs corresponding to PS DEGs showed that the most prominent group of up-regulated genes belong to cell wall dynamics, whereas protein folding is the most remarkable cellular process within the down-regulated genes.

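The 85 genes of cell wall dynamics had a median of 1.15 FPKM in control and a median log2 ratio of 2.34. The middle 95% of the medians of random lists matched on expression ran from −0.14 to 0.15. Of these genes, 56 changed at least 4-fold, and 36 were below 1 FPKM in control. The 33 genes of protein folding had a median of 52.7 FPKM in control and 7.27 FPKM in drought, and a median log2 ratio of −2.36, against −0.29 to 0.13 for the middle 95% of random medians. Of these, 28 changed at least 4-fold, and 5 were below 1 FPKM in drought. Both lists hold genes called in these same libraries, so they lie beyond the random lists by construction. The median of the cell wall list moved most with a pseudocount of 0.01, to 3.23, and that of the protein folding list moved most with the same setting, to −2.90.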

**Fig. 5:**
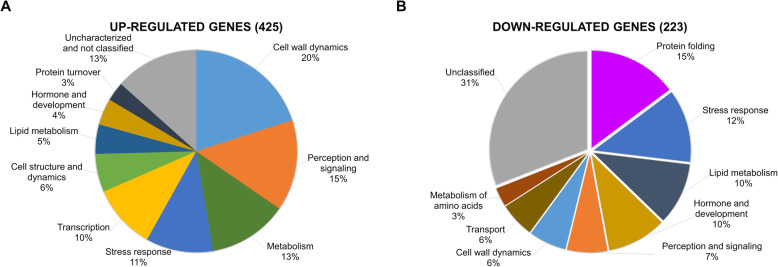
Classification of Arabidopsis orthologs of PS DEGs according to cellular processes. **a** and **b** Pie charts that display clockwise the classification of up- and down-regulated genes of PS corresponding to Arabidopsis orthologs in response to drought stress, respectively

### Functional association networks among DEGs with orthologs in Arabidopsis

As gene products do not function in isolation within cells, a network was generated to highlight interactions and relationships between different genes. The orthologs corresponding to the up- and down-regulated genes (Additional file 13: Table S5) were subjected to analysis using the String software to construct an interaction network. Among the seven types of evidence used to predict associations, only three were specified to be displayed: association in curated databases (light blue line), co-expression (black line) and experimental (purple line). As shown in Fig. 6, a large proportion of up- and down-regulated genes have more interactions among themselves than what it would be expected for a random set of proteins of similar size. Specifically, 225 up-regulated genes out of the 425 orthologs interacted with each other, forming identifiable subnetworks (Fig. 6a). A detailed inspection of such subnetworks indicates that they are associated with cell wall remodeling as well as to cell cycle, signaling, or cytoskeleton organization (Fig. 6a). Notably, most of the interactions contained within the subnetworks were of the kind derived from curated databases and co-expression, but also several interactions were supported by experimental data (Fig. 6a and b). Genes located at central nodes were involved in cell wall dynamics, such as *CESA4* (*Cellulose synthase A4*), *IRX1* (*Irregular xylem 1*), *IRX3* (*Irregular xylem 3*), *IRX6* (*Irregular xylem 6*), *IRX12* (*Irregular xylem 12*), *PGSIP1* (*Plant glycogenin-like starch initiation protein 1*) and *PGSIP3* (*Plant glycogenin-like starch initiation protein 3*), among others (Table 2 and Additional file 13: Table S5). On the other hand, interactions within the cell cycle, signaling, or cytoskeleton organization subnetwork were mostly from experimental evidence (Fig. 6a). 

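The 17 genes of cell wall dynamics in Table 2, called in these same libraries, were all higher under drought. Their log2 ratios ran from 1.02 to 3.87, and 10 of them were below 1 FPKM in control. IRX1 (Phvul.009G090100) went from 0.548 to 5.06 FPKM and IRX3 (Phvul.003G154600) from 0.186 to 2.83 FPKM. IRX6 (Phvul.008G029000), a gene of the COBRA-like family on chromosome 8 from 2406210 to 2408577, went from 0.356 to 6.49 FPKM, a log2 ratio of 2.47. IRX12 (Phvul.006G065800), a laccase gene on chromosome 6 from 18425139 to 18428959, went from 0.381 to 3.66 FPKM, a log2 ratio of 1.76. PGSIP1 (Phvul.009G148800) had 0.187 FPKM in control and 1.98 FPKM in drought, and PGSIP3 (Phvul.001G021800) had 0.175 and 1.39 FPKM, the smallest log2 ratio of the group. In the authors' deposited table, 16 of the 17 genes have a P-value of at most 0.05, and their lowest q-value is 0.174, that of FLA2.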

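TUB1 (Phvul.009G017300), on chromosome 9 from 2952759 to 2956093, went from 27.2 FPKM in control to 158 FPKM in drought. TUA2 (Phvul.009G114100) went from 38.9 to 228 FPKM and TUA4 (Phvul.007G047300), on chromosome 7 from 3813002 to 3815344, from 11.8 to 118 FPKM, a log2 ratio of 3.22. In the authors' deposited table, TUA4 has a q-value of 0.0683. The regulators of the cell cycle were expressed far lower. CYCB1;4 (Phvul.008G203300) went from 0.166 to 3.40 FPKM, and CDKB2;2 (Phvul.001G000500) from 0.631 to 5.82 FPKM, with log2 ratios of 1.92 and 2.06. POK2 (Phvul.003G293500), a gene of 14623 bp on chromosome 3, stayed below 1 FPKM, at 0.0723 and 0.493 FPKM, and its log2 ratio was 0.48. Including CSLD5, 13 of the 17 genes of this group in Table 2 were below 1 FPKM in control, and 6 changed at least 4-fold. Over all genes of a GO term, microtubule-based movement had a median log2 ratio of 0.37 (52 genes, percentile 99.3), while DNA replication had a median of −0.04 (102 genes, percentile 4.45).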

In the case of this subnetwork, genes such as *CSLD5* (*Cellulose synthase-like D5*), *TUB1* (*Tubulin beta-1 chain*), *TUA2* (*Tubulin alpha-2 chain*), *TUA4* (*Tubulin alpha-4 chain*), *CYCB1; 4* (*G2/mitotic-specific cyclin-B*), *CDKB2;2* (*Cyclin-dependent kinase B2–2*), and *POK2* (*Phragmoplast orienting kinesin 2*), among others, were found (Table 2 and Additional file 13: Table S5). 

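PRR5 (Phvul.009G045000), on chromosome 9 from 8704897 to 8709930, went from 5.06 FPKM in control to 38.0 FPKM in drought, a log2 ratio of 2.68. ELF4 (Phvul.001G242900), on chromosome 1 from 50253949 to 50254695, went from 9.97 to 92.6 FPKM, a log2 ratio of 3.09. PCL1 (Phvul.011G062100), on chromosome 11 from 5372355 to 5375080, went from 4.07 to 21.8 FPKM, a log2 ratio of 2.17. Among the genes of auxin responses, ARF4 (Phvul.005G136900) went from 1.21 to 5.17 FPKM, IAA29 (Phvul.003G167700) from 0.766 to 5.63 FPKM and IAA30 (Phvul.007G208800) from 1.32 to 11.0 FPKM. The P-values in the authors' deposited table are 0.0008 for PRR5, 0.0052 for ELF4 and 0.02995 for PCL1, and those of ARF4 and IAA29 are 0.04175 and 0.0422.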

Finally, an independent network formed by transcription factors was mainly involved in the circadian rhythm (Phytoclock 1, PCL1; Pseudo-response regulator 5, PRR5; Early flowering 4, ELF4) and auxin responses (Auxin response factor 4, ARF4; Auxin-responsive proteins IAA29 and IAA30) (Fig. 6a).

**Fig. 6:**
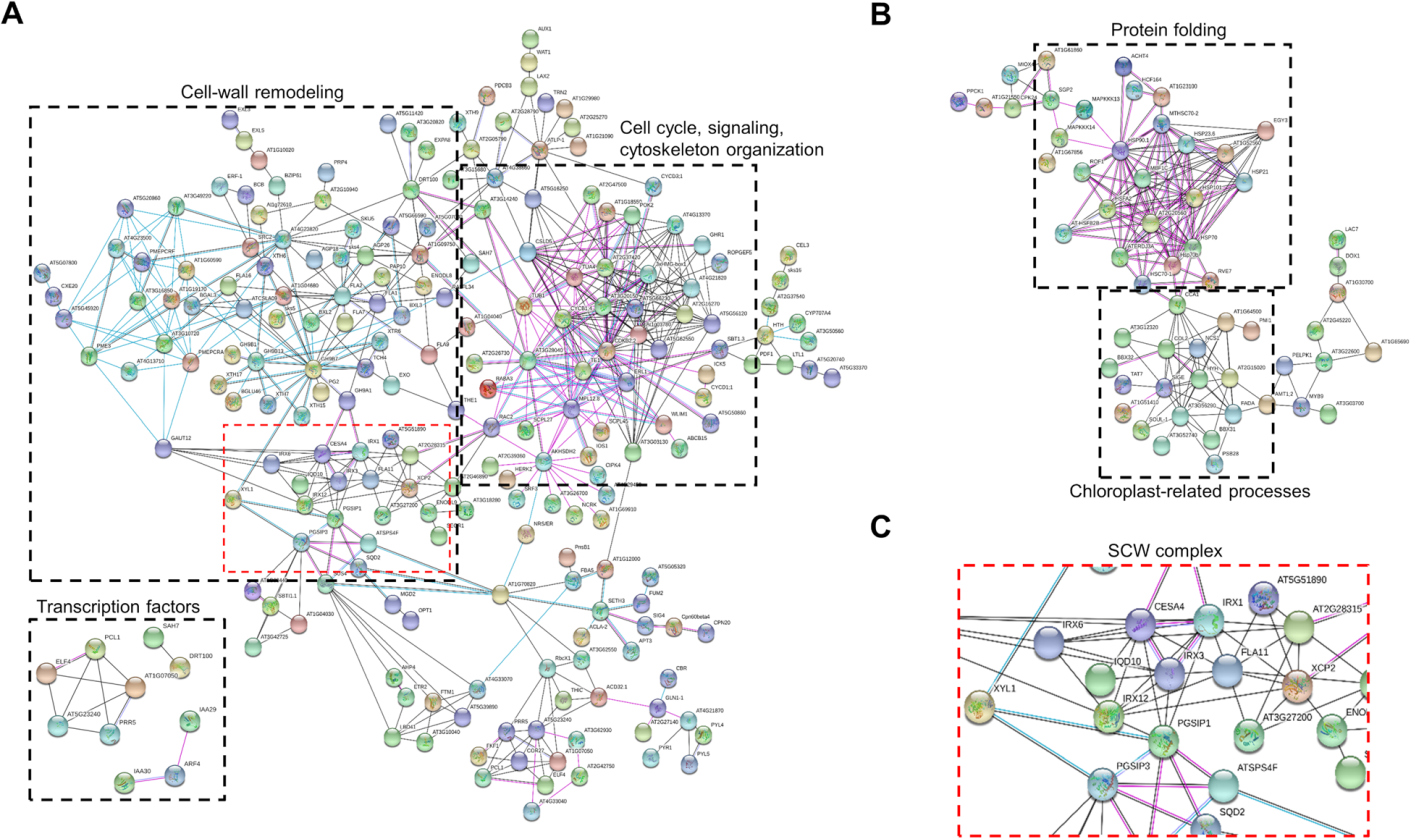
Functional association networks of Arabidopsis orthologs of PS DEGs in response to drought stress. Arabidopsis orthologs forming networks are shown (each node represents a gene). **a** Interactions among the up-regulated genes. **b** Interactions among the down-regulated genes. **c** Subnetwork of the cellulose synthase complex (CSC) from secondary cell wall (SCW). Black dashed rectangles in **a** and **b** indicate subnetworks that protrude from the main network or formed an independent network (transcription factors). Dashed rectangle in red within the subnetwork of cell-wall remodeling indicates components of the CSC from SCW. Colored lines between nodes indicate the various types of interaction evidence: black line, co-expression; light blue line, association in curated databases; purple line, experimental

**Table 2:** List of representative Arabidopsis orthologs of PS DEGs (nodes) forming subnetworks as shown in Fig. 6

DEG	Cluster	***P. vulgaris*** ID	Arabidopsis ortholog gene	Gene symbol	Function
**Up-regulated**	**Cell wall dynamics**	Phvul.009G242700	*AT5G44030*	*CESA4*	Cellulose synthase A4; required for beta-1,4-glucan microfibril crystallization, a major mechanism of the cell wall formation
		Phvul.009G090100	*AT4G18780*	*IRX1*	IRREGULAR XYLEM 1; required for beta-1,4-glucan microfibril crystallization, a major mechanism of the cell wall formation
		Phvul.003G154600	*AT5G17420*	*IRX3*	IRREGULAR XYLEM 3; required for beta-1,4-glucan microfibril crystallization, a major mechanism of the cell wall formation
		Phvul.008G029000	*AT5G15630*	*IRX6*	IRREGULAR XYLEM 6, a COBRA-like extracellular glycosyl-phosphatidyl inositol-anchored protein family involved in secondary cell wall biosynthesis
		Phvul.006G065800	*AT2G38080*	*IRX12*	Laccase-4; required for secondary xylem cell wall lignification
		Phvul.009G148800	*AT3G18660*	*PGSIP1*	Plant glycogenin-like starch initiation protein 1; glycosyltransferase required for the addition of both glucuronic acid and 4-O-methylglucuronic acid branches to xylan in stem cell walls
		Phvul.001G021800	*AT4G33330*	*PGSIP3*	Plant glycogenin-like starch initiation protein 3; glycosyltransferase required for the addition of both glucuronic acid and 4-O-methylglucuronic acid branches to xylan in stem cell walls
		Phvul.005G091200	*AT5G54690*	*GAUT12*	Galacturonosyltransferase 12; involved in pectin assembly and/or distribution, and in the synthesis of secondary wall glucuronoxylan
		Phvul.007G026900	*AT1G68560*	*XYL1*	Alpha-xylosidase 1; glycoside hydrolase releasing xylosyl residues from xyloglucan oligosaccharides at the non-reducing end
		Phvul.006G133700	*AT5G49720*	*GH9A1*	Endoglucanase 25; required for cellulose microfibrils formation. Involved in cell wall assembly during cell elongation and cell plate maturation in cytokinesis
		Phvul.009G016100	*AT1G75680*	*GH9B7*	Endoglucanase 10, glycosyl hydrolase 9B7. Endohydrolysis of (1- > 4)-beta-D-glucosidic linkages in cellulose, lichenin and cereal beta-D-glucans
		Phvul.007G218400	*AT4G02290*	*GH9B13*	Endoglucanase 17, glycosyl hydrolase 9B13. Endohydrolysis of (1- > 4)-beta-D-glucosidic linkages in cellulose, lichenin and cereal beta-D-glucans
		Phvul.010G123100	*AT3G14310*	*PME3*	Pectinesterase 3; acts in the modification of cell walls via demethylesterification of cell wall pectin
		Phvul.008G288800	*AT4G12730*	*FLA2*	Fasciclin-like arabinogalactan 2; may be a cell surface adhesion protein
		Phvul.005G011900	*AT3G10720*	*AT3G10720*	Pectinesterase 25; acts in the modification of cell walls via demethylesterification of cell wall pectin
		Phvul.009G252200	*AT3G16850*	*AT3G16850*	Pectin lyase-like superfamily protein
		Phvul.006G028800	*AT4G23820*	*AT4G23820*	Pectin lyase-like superfamily protein
	**Cell cycle, signaling and cytoskeleton organization**	Phvul.001G211000	*AT1G02730*	*CSLD5*	Cellulose synthase like D5; 1,4-beta-D-xylan synthase involved in stem and root growth
		Phvul.009G017300	*AT1G75780*	*TUB1*	Tubulin beta; tubulin is the major constituent of microtubules
		Phvul.009G114100	*AT1G50010*	*TUA2*	Tubulin alpha-2 chain; tubulin is the major constituent of microtubules
		Phvul.007G047300	*AT1G04820*	*TUA4*	Tubulin alpha-4 chain. Encodes an alpha tubulin isoform, an structural constituent of cytoskeleton
		Phvul.008G203300	*AT2G26760*	*CYCB1;4*	Cyclin B1;4, a G2/mitotic-specific cyclin-B involved in centrosome formation and ciliogenesis
		Phvul.001G000500	*AT1G20930*	*CDKB2;2*	Cyclin-dependent kinase B2–2, regulation of G2/M transition of mitotic cell cycle
		Phvul.003G293500	*AT3G19050*	*POK2*	Phragmoplast orienting kinesin 2; involved in the spatial control of cytokinesis by a proper phragmoplast guidance
		Phvul.007G159100	*AT2G37420*	*AT2G37420*	ATP binding microtubule motor family protein; responsible for microtubule translocation
		Phvul.006G052700	*AT3G20150*	*AT3G20150*	Kinesin motor family protein, ATP-dependent microtubule motor activity
		Phvul.002G093500	*AT1G70950*	*TPX2*	Targeting protein for Xklp2; microtubule-associated protein (MAP) that regulates the orientation of interphase cortical microtubules
		Phvul.001G028200	*AT1G10200*	*WLIM1*	LIM domain-containing protein WLIM1; binds to actin filaments and promotes cross-linking into thick bundles
		Phvul.009G082500	*AT2G26330*	*TE1*	ERECTA; receptor kinase that, together with ERL1 and ERL2, regulates aerial architecture, including inflorescence and stomatal patterning
		Phvul.007G063200	*AT5G62230*	*ERL1*	ERECTA-like 1; receptor kinase that regulates inflorescence architecture and organ shape as well as stomatal patterning, including density and clustering, together with ER and ERL2
		Phvul.002G196200	*AT5G46330*	*MPL12.8*	FLAGELLIN-SENSITIVE 2; constitutes the pattern-recognition receptor (PPR) that determines the specific perception of flagellin (flg22)
		Phvul.008G017400	*AT3G28040*	*AT3G28040*	Leucine-rich receptor-like protein kinase family protein, probably inactive
		Phvul.005G099100	*AT5G45970*	*RAC2*	RAC-like 2; inactive GDP-bound Rho GTPases reside in the cytosol, are found in a complex with Rho GDP-dissociation inhibitors
		Phvul.006G115500	*AT1G01200*	*RABA3*	Rab family protein; intracellular vesicle trafficking and protein transport
**Down-regulated**	**Protein folding**	Phvul.004G107700	*AT5G52640*	*HSP90.1*	Heat shock protein 81–1; functions as a holding molecular chaperone which stabilizes unfolding protein intermediates
		Phvul.004G162100	*AT3G24500*	*MBF1C*	Multiprotein bridging factor 1C; involved in the tolerance to heat and osmotic stress
		Phvul.004G044100	*AT1G74310*	*HSP101*	Heat shock protein 101; molecular chaperone that plays an important role in thermotolerance
		Phvul.009G078300	*AT2G26150*	*HSFA2*	Heat shock transcription factor A2; transcriptional activator involved in heat stress responses
		Phvul.011G065000	*AT3G12580*	*HSP70*	Heat shock protein 70; a coactivator involved in the regulated transcription of nearly all RNA polymerase II-dependent genes
		Phvul.003G154800	*AT1G16030*	*Hsp70b*	Heat shock protein 70B; in cooperation with other chaperones, stabilize preexistent proteins against aggregation and mediate the folding of newly translated polypeptides
		Phvul.008G013000	*AT5G02500*	*HSC70–1*	Heat shock 70 kDa protein 1/8; a coactivator involved in the regulated transcription of nearly all RNA polymerase II-dependent genes
		Phvul.008G095600	*AT3G08970*	*ATERDJ3A*	DnaJ domain-containing protein; regulates protein folding in the endoplasmic reticulum (ER) lumen
		Phvul.010G024500	*AT3G25230*	*ROF1*	Rotamase FKBP 1; co-chaperone that positively modulates thermotolerance by interacting with HSP90 and increasing the HSFA2-mediated accumulation of chaperones of the small-HSPs family
		Phvul.009G046500	*AT4G27670*	*HSP21*	Heat shock protein 21; protein processing in endoplasmic reticulum
		Phvul.011G016100	*AT4G25200*	*HSP23.6*	Small heat shock protein 23.6; protein processing in endoplasmic reticulum
		Phvul.010G024500	*AT3G25230*	*ROF1*	Rotamase FKBP 1; co-chaperone that positively modulates thermotolerance by interacting with HSP90 and increasing the HSFA2-mediated accumulation of chaperones of the small-HSPs family
		Phvul.010G155300	*AT1G52560*	*AT1G52560*	HSP20-like chaperone; protein processing in endoplasmic reticulum
		Phvul.002G095400	*AT1G23100*	*AT1G23100*	GroES-like protein; chaperone cofactor-dependent protein refolding
	**Chloroplast-associated processes**	Phvul.009G259600	*AT2G46830*	*CCA1*	Protein CCA1; transcription factor involved in the circadian clock and in the phytochrome regulation
		Phvul.008G022800	*AT3G02380*	*COL2*	CONSTANS-like 2; putative transcription factor involved in chloroplast organization
		Phvul.001G061400	*AT5G24120*	*SIGE*	Sigma factor E; essential for blue light-mediated transcription of psbD, which encodes the photosystem II reaction center protein D2
		Phvul.010G018200	*AT3G17609*	*HYH*	HY5-homolog; transcription factor that promotes photomorphogenesis in light
		Phvul.007G226300	*AT5G03555*	*NCS1*	Nucleobase cation symporter 1; nucleobase-proton symporter that facilitates uracil import into plastids
		Phvul.008G254400	*AT3G21150*	*BBX32*	B-box 32 protein; repressor of light-mediated regulation of seedling development
		Phvul.006G040800	*AT4G27030*	*FADA*	Fatty acid desaturase A; fatty acid desaturase involved in the production of chloroplast-specific phosphatidylglycerol molecular species
		Phvul.005G113200	*AT3G21890*	*BBX31*	B-box domain protein 31; involved in the CO-mediated long-day flowering-promotion pathway

Concerning to down-regulated genes, 102 Arabidopsis orthologs out of 223 interact with each other (Fig. 6b). Two subnetworks protruded from the main network, the first one being associated with protein folding processes, whereas the second was composed of genes associated with chloroplast processes (Fig. 6b). Importantly, interactions within the first subnetwork were mostly supported by experimental data (purple lines). Specifically, genes involved in protein folding, such as *HSP90.1* (*Heat shock protein 81–1*), *MBF1C* (*Multiprotein bridging factor 1c*), *HSP101* (*Heat shock protein 101*), *HSFA2* (*Heat shock transcription factor A2*), *HSP70* (*Heat shock protein 70*), *HSP70B* (*Heat shock protein 70B*), *HSC70–1* (*Heat shock 70 KDa protein 1/8*), *ATERDJ3A* (*DnaJ domain-containing protein*), *ROF1* (*Rotamase FKBP 1*), *HSP21* (*Heat shock protein 21*), *HSP23.6* (*Small heat shock protein 23.6*), *AT1G52560* (*HSP20-like chaperone*), and *AT1G23100* (*GROES-like protein*) were found forming this subnetwork (Table 2 and Additional file 13: Table S5). 

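All 13 genes of protein folding in Table 2, called in these same libraries, were lower under drought. Their log2 ratios ran from −3.76 to −1.59, and 11 changed at least 4-fold. HSP90.1 (Phvul.004G107700), on chromosome 4 from 35672544 to 35675746, fell from 60.0 FPKM in control to 5.34 FPKM in drought, a log2 ratio of −3.27. HSP70B (Phvul.003G154800) went from 70.2 to 7.97 FPKM and HSC70–1 (Phvul.008G013000) from 68.6 to 15.3 FPKM. The log2 ratio of HSC70–1, −2.09, became −1.98 with both libraries scaled to the same sum, and that of ATERDJ3A (Phvul.008G095600), −2.12, became −1.94, under 4-fold. ROF1 (Phvul.010G024500) went from 54.4 to 11.3 FPKM, HSP21 (Phvul.009G046500) from 26.8 to 3.23 FPKM and HSP23.6 (Phvul.011G016100) from 63.9 to 12.4 FPKM. MBF1C (Phvul.004G162100) went from 19.7 to 3.20 FPKM, and its P-value in the authors' deposited table is 0.0494. HSP101 (Phvul.004G044100) was the lowest of the group, at 2.71 FPKM in control and 0.233 FPKM in drought. The orthologs of AT1G52560 (Phvul.010G155300) and AT1G23100 (Phvul.002G095400) went from 23.8 to 3.51 FPKM and from 91.5 to 22.3 FPKM.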

The second subnetwork was composed of genes such as *CCA1* (*Protein CCA1*), *COL2* (*Constans-like 2*), *SIGE* (*Sigma factor E*), *HYH* (*HY5-homolog*), *NCS1* (*Nucleobase cation symporter 1*), *BBX32* (*B-box 32 protein*), *FADA* (*Fatty acid desaturase A*), and *BBX31* (*B-box domain protein 31*). Such components are associated with chloroplast processes, mainly responses to light and abiotic stimuli (Table 2 and Additional file 13: Table S5). 

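CCA1 (Phvul.009G259600), on chromosome 9 from 37192487 to 37194049, went from 62.3 FPKM in control to 11.4 FPKM in drought, a log2 ratio of −2.35. FADA (Phvul.006G040800), on chromosome 6 from 15135599 to 15136786, fell most, from 145 to 5.37 FPKM, a log2 ratio of −4.52. BBX31 (Phvul.005G113200) went from 23.9 to 1.09 FPKM and BBX32 (Phvul.008G254400) from 39.6 to 4.48 FPKM. COL2 (Phvul.008G022800) went from 95.7 to 19.9 FPKM, and NCS1 (Phvul.007G226300) from 41.2 to 8.01 FPKM. SIGE (Phvul.001G061400) went from 25.5 to 6.57 FPKM, a log2 ratio of −1.81, and was the gene of this group under 4-fold. The P-values in the authors' deposited table run from 0.00075 for FADA to 0.0367 for CCA1 among the 8 genes of this subnetwork.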

Altogether, the functional protein association networks for a subset of DEGs with orthologs in Arabidopsis indicate that drought stress causes, the up-regulation of genes associated with plant cell wall dynamics, among other processes, and repression of genes that participate in protein folding and chloroplast processes in *P. vulgaris* PS drought-tolerant cultivar.

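All 55 genes of Table 2 moved in the direction given there, which holds by construction because the directions come from these same libraries. On the log2(FPKM + 1) scale, 32 of the 55 changed at least 4-fold. That number moved most with a pseudocount of 0.01, to 54 genes. None of the 55 has a q-value of at most 0.05 in the authors' deposited table. In control, where up-regulated genes have their lower value, 23 of the 34 were below 1 FPKM, and in drought, where down-regulated genes have theirs, 2 of the 21 were. From the groups formed by the interactions among these orthologs, the paper concludes that drought raises the expression of genes of cell wall dynamics and represses genes of protein folding and chloroplast processes.

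**Figure D4:**
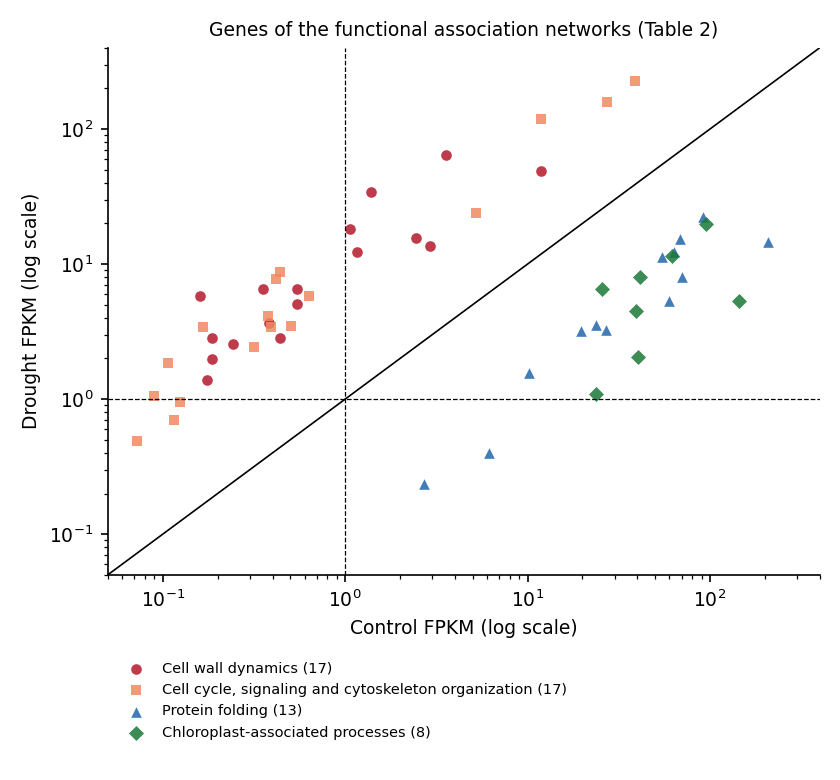
Drought FPKM against control FPKM, both on log axes, for the 55 genes of Table 2, by subnetwork. Each point is a gene, the solid line marks equal FPKM and the dashed lines mark an FPKM of 1. The genes of cell wall dynamics and of the cell cycle, signaling and cytoskeleton lie above the line, many of them left of 1 FPKM in control, and those of protein folding and chloroplast-associated processes lie below it.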

## Discussion

Since scarce molecular data are available regarding drought tolerance for those varieties of *P. vulgaris* with drought tolerance features such as the PS cultivar, here we have assessed its transcriptional profile during drought stress. Firstly, phenotypic and physiological changes after drought treatment of PS, AH, and NP cultivars showed differences in their response, which are in agreement with their genetic variability among the tested common bean plants [16, 35, 41, 45, 48]. The phenotypic inspection, in combination with the assessment of a physiological parameter such as PSII efficiency during drought and recovery, showed that PS is more tolerant to drought than AH and NP (Figs. 1 and 2). As reduced photosynthetic rate during drought is mainly the consequence of stomatal closure, the better recovery observed in PS, might be the result of a controlled balance between effective stomatal closure regulation and conservation of tissue hydration to sustain plant growth during drought stress [47, 49–52]. Such a scenario could explain the observation of PS behavior during drought stress, namely its major biomass of aerial tissues as reflected by the comparison of FW and DW values (Additional file 3: Fig. S3a). Indeed, a recent report has found that drought tolerance of PS is in part, by maintaining a high photosynthesis rate under limited water supply [50]. Interestingly, the drought tolerance of PS in our greenhouse conditions agrees with previous studies showing the same trait under field conditions [35, 47, 53]. However, a remarkable difference with those preceding reports is that this study was carried out at an early stage of plant development, indicating that PS is tolerant to drought even at earlier stages of development, which represents an advantage for plant development under such stressing conditions.

On the other hand, common bean plants utilize diverse mechanisms to cope with drought, such as tissue water retention, osmotic adjustment, integrity of membrane system, and stomata adjustment [47, 49, 54–57]. Since the RNA-Seq technology allows to explore relevant correlations and construct models to describe biological states [58, 59], the assessment of PS transcriptome using this technology allowed us to detect global transcriptional variations between control and drought-treated plants of the PS cultivar at earlier stages of its vegetative development if compared to previous studies. Overall, most of the up-regulated genes in PS in response to drought belong to processes related to plant cell wall re-modeling and polysaccharide metabolic processes, whereas repressed genes are associated with protein folding, chloroplast (mainly responses to light and abiotic stimuli), and oxidation-reduction processes (Fig. 4 and Fig. 5) (see also Additional file 8: Table S2 and Additional file 11: Fig. S8). Accordingly, the prediction of subcellular localization supports the importance of an increase of extracellular proteins during drought response of PS, together with the reduction of cytoplasmic, chloroplastic and mitochondrial proteins percentages (Fig. 4c and d). The interpretation of DEGs found in drought-treated plants is more complicated than anticipated, especially for those DEGs being down-regulated. However, an analysis of GO terms, functional classification, and interactions among DEGs helped to formulate some hypotheses.

Drought stress affects plant cell wall integrity thus giving rise to complex and dynamic behavior, involving either its loosening or tightening to maintain growth [60–63]. In general, cell wall-related genes identified in PS were mostly involved in secondary cell wall (SCW) dynamics (Fig. 6, Table 2, and Additional file 13: Table S5). 

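In the GO column of the deposited table, 15 up-regulated genes of Table S1 carry the term secondary cell wall biogenesis, against a random median of 2 and a maximum of 8 in matched sets, and no down-regulated gene does. The 55 genes of this term with FPKM of at least 1 in either library had a median log2 ratio of 1.35, and 85.5% of them were higher under drought. The median stayed at 1.34 with only genes of FPKM at least 5 in either library, and it was 3.29 with a pseudocount of 0.01. It was 0.38 at percentile 99.9 with FPKM of at least 1 in both libraries, a filter that removes genes which rose from below 1 FPKM in control. Lignin biosynthetic process was carried by 5 up-regulated genes and 2 down-regulated genes. Its 54 genes had a median log2 ratio of 0.34 at percentile 99.95, which became 0.07 at percentile 91.2 when only genes with FPKM of at least 5 in either library were kept.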

SCWs are produced by specialized plant cell types and are particularly important in those cells to provide mechanical support. In brief, SCWs are composed of cellulose, hemicellulose, and lignin, as well as cell wall-associated proteins [64]. The cellulose synthase complex (CSC) carries out the synthesis of cellulose intended for SCWs and basically is formed by CesA4, CesA7, and CesA8 proteins (also known as IRX5, IRX3, and IRX1, respectively) [65]. 

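CESA4 lies on chromosome 9 from 35604655 to 35611113, IRX3 on chromosome 3 from 35952680 to 35958487 and IRX1 on chromosome 9 from 13993463 to 13999583. In the authors' deposited table, their log2 fold changes are 4.09, 3.93 and 3.21, and their P-values are 0.0009, 0.00925 and 0.02385. With 1 added to each FPKM, the log2 ratio was 1.69 for IRX3 and 1.97 for IRX1, both of which were below 1 FPKM in control. With a pseudocount of 0.1 these ratios were 3.36 and 2.99. The 32 genes annotated to cellulose synthase (UDP-forming) activity had a median log2 ratio of 0.91, and 7 genes of this term are up-regulated in Table S1.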

Interestingly, all core components of CSC were found among the up-regulated genes in PS, forming a subnetwork identifiable within the main network (Fig. 6a and c). Intriguingly, although mutations encoding the CSC (*cesA4*, *cesA7*, and *cesA8)* show defects in secondary cell wall formation, the *cesA8* mutant has increased tolerance to drought and osmotic stress [66]. Thus, the up-regulation of *CESA8* (and *CESA4* and *CESA7*) in PS highlights the complexity of drought-derived responses, which probably depend on the plant species and/or tissue-specific and temporal expression of such genes. None withstanding, the discovery in *A. thaliana* that photosynthetic activity is a major regulator of cellulose synthesis and deposition [67] could suggest that drought tolerance of PS is given by its sustained PSII efficiency under limited water supply, thereby maintaining its growth. This is supported by the major biomass of aerial tissues observed when FW and DW values were compared (Additional file 3: Fig. S3a). In that sense, the finding that genes involved in plant cell wall re-modeling are up-regulated in PS (as well as in AH and NP in the case of *XTH6* and *CESA4* genes, as shown in Additional file 7: Fig. S6) by drought stress is in agreement with several studies. For instance, a drought-tolerant common bean known as PHB-0683 has been found to change the expression of the cell wall or extracellular proteins in response to water-stress, suggesting that drought caused important changes in the cell wall structure in the common bean plant [68]. Another drought-tolerant common bean variety, known as BAT 477, has also been analyzed at the transcriptional level under drought conditions [69]. Among other terms, Pereira and collaborators identified the metabolism of polysaccharides as one of the processes that highlight during drought response. Also, overexpression of thaumatin-like protein genes (*TLPs*) involved in the SCW development has been shown to enhance drought tolerance in tobacco plants [70, 71].

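GH9B7 (Phvul.009G016100), an endoglucanase gene on chromosome 9 from 2668215 to 2674996, went from 2.45 FPKM in control to 15.7 FPKM in drought, a log2 ratio of 2.28. GH9A1 (Phvul.006G133700) went from 11.8 to 48.7 FPKM, and GH9B13 (Phvul.007G218400) from 0.438 to 2.85 FPKM, with a P-value of 0.05345 in the authors' deposited table. FLA2 (Phvul.008G288800), a fasciclin-like arabinogalactan protein gene on chromosome 8 from 59259350 to 59261107, went from 3.58 to 63.9 FPKM, a log2 ratio of 3.83. PME3 (Phvul.010G123100), a pectinesterase gene on chromosome 10 from 39313000 to 39323526, went from 2.92 to 13.5 FPKM, a log2 ratio of 1.89. The pectin lyase-like gene Phvul.006G028800, the ortholog of AT4G23820, went from 1.39 to 33.9 FPKM. Xyloglucan:xyloglucosyl transferase activity had a median log2 ratio of 1.67 over 26 genes. Pectinesterase activity had a median of 0.54 over 46 genes, and 8 of its genes are up-regulated and 4 down-regulated in Table S1.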

Other up-regulated genes involved in cell wall re-modeling like xyloglucan-modifying enzymes, endoglucanases, arabinogalactan proteins, pectinesterases, pectin lyase-like proteins, among others, also formed a subnetwork (Fig. 6a and Table 2). Interactions among these cell wall re-modeling proteins are supported by co-expression (Fig. 6a), thus, they could play a role in drought tolerance according to previous findings [72, 73]. Indeed, *PGSIP1* and *PGSIP3* (two enzymes involved in xylan modification) have also been found up-regulated by drought, suggesting that SCW strength contributes to common bean tolerance [74]. Also, overexpression of a xyloglucan modifying enzyme (*XTH*) gene from *Capsicum annuum* (*CaXTH3*) in Arabidopsis and tomato resulted in seedlings showing an increased drought and salt tolerance [75, 76]. Consistent with those results, genes coding for cell wall degrading enzymes have been found down-regulated in black poplar drought-tolerant genotypes; and highly induced in drought-sensitive genotypes, resulting in cell wall loosening and leave senescence [77]. Also, over-expression of a pectin methylesterase inhibitor protein gene (*PMEI*), which inhibits extracellular pectinolytic enzymes that degrade cell wall pectin polymers, results in enhanced drought tolerance in Arabidopsis [78]. In addition to these evidences, a rice mutant in a glycophosphatidylinositol-anchored membrane protein encoded by *CLD/SRL1* gene is affected in SCW formation and has reduced drought tolerance [79]. Altogether with numerous additional studies in different plant species, drought tolerance seems to be related to an increase in cellulose and xyloglucan synthesis, as well as lignification [62, 73, 80–83]. However, other studies have found down-regulation of several cell wall-related genes, or increased cell wall elasticity parameters in response to water stress [84–89], suggesting that cell wall is dynamically restructured in a developmental stage-, tissue-, intensity-, and time-dependent manner to reach the shown traits on drought response in different plant species and varieties.

Several studies have shown that the cell wall not only plays a structural role but also senses and transmits stress signals to the interior of the cell [61, 62]. Surprisingly, a subnetwork formed by membrane-associated proteins, transmembrane receptor-like kinases, signaling factors, cell cycle regulators, components involved in cytoskeleton reorganization, and phragmoplast formation, is supported by experimental evidence (Fig. 6a and Table 2). For instance, a member of the Cellulose Synthase Like-D family, known as *CSLD5*, is an important node within the subnetwork (and was also up-regulated in AH as shown in Additional file 7: Fig. S6). Among the five CSLDs in Arabidopsis, only *CSLD5* is expressed predominantly in aerial organs [90]. Moreover, *csdl5* plants are hypersensitive to osmotic stress imposed by water deficit in the soil [91], supporting its putative role in drought tolerance in common bean. Although not completely clear, it seems that *CSLD5* or *CSLD5*-dependent cell wall components have a critical role in osmotic stress tolerance, likely involving the regulation of reactive oxygen species [91]. It has been hypothesized that cellulose synthase-like proteins, being part of the cell wall-membrane-cytoskeleton continuum, could be important for turgor sensing [92]. In addition, cell wall perturbations caused by abiotic stress likely involve members of different receptor-like kinases (RLKs). RLKs comprise a very large family of integral plasma membrane proteins and are believed to perceive changes in the extracellular space environment [93–96]. Interestingly, *Erecta* (*ER*) and *Erecta-like 1* (*ERL1*), the best-characterized genes affecting drought- and thermo-tolerance features [97–100], were found within the subnetwork of up-regulated genes (Fig. 6a and Table 2). On the other hand, *Flagellin-sensitive 2* (*AT5G46330*) and another *Leucine-rich receptor-like protein kinase* (*LRR-RLK*) (*AT3G28040*) were also found as important nodes within the subnetwork (Fig. 6a and Table 2). The absence of literature associating these RLKs with drought stress in plants, combined with the finding of their up-regulation in PS, deserve efforts to unravel their roles, if any, in drought tolerance. Albeit the encoded RLK by *AT3G28040* is predicted to be catalytically inactive, a recent finding indicates its physical interaction with the membrane-associated transcription factor *ANAC089* [101]. Again, the role of this inactive RLK, as well as its partner (*ANAC089*), merit more research regarding their putative roles in drought stress responses. Lastly, a GTPase known as *ROP7*/*ARAC2* protruded from the subnetwork (Fig. 6a and Table 2). Since the intracellular kinase domain of LRR-RLK proteins transduces the signal to kinase cascades when activated by Rop/Rac GTPases, some of the LRR-RLKs found within the network could likely be responsible for signal perception and transduction of cell wall-derived cues under drought stress. Notably, a study focused on xylan biosynthesis found that *ROP7*/*ARAC2* is one of the conserved components for SCW biosynthesis in both Arabidopsis and rice [102]. Indeed, *ROP7*/*ARAC2* is expressed specifically during the late stages of xylem differentiation in Arabidopsis [103], suggesting that it is a key regulator during SCW development and can be crucial for the signaling perception. Altogether, drought stress seems to trigger dedicated signaling pathways analogous to the fungal cell-wall integrity pathway, deserving more research in the future to unravel their specific roles in drought tolerance.

Finally, to those DEGs found down-regulated in PS, the group of genes involved in protein folding formed the most important subnetwork (Fig. 6b and Table 2). Since plant heat shock proteins (HSPs) facilitate protein folding or assembly under diverse developmental and adverse environmental conditions [104–109], many studies have shown that their overexpression can improve the tolerance of transgenic plants to drought and heat [110–114]. Moreover, the expression of HSPs under stress has been cataloged as intense, rapid, and transient, likely because plants are in an emergency response to the drought stress [115–117]. This could explain why we found down-regulated HSPs after 2 weeks of drought in PS since their function should be at the beginning of drought stress. Interestingly, one of the HSP coding genes showed no or limited down-regulation on AH and NP, respectively (Additional file 7: Fig. S6). In summary, the finding that HSPs are down-regulated in PS after 2 weeks of drought treatment suggests that these proteins are not required at this point but at the beginning of the stress response. This rapid and transient behavior can also be applicable to oxidation/reduction processes found in the group of down-regulated genes since the so-called ‘oxidative burst’ triggered by stress occur in this way. In addition, ‘oxidative burst’ has effects not only at the transcriptional level but post-transcriptional regulation levels are also involved in a time-dependent manner [118]. Altogether, the knowledge derived from this work is critical for the understanding of molecular mechanisms involved in drought tolerance, especially for an important crop such as common bean.

## Conclusions

In México, there are common bean cultivars capable of withstanding stress conditions by water deficit. These drought-tolerant cultivars represent ideal systems to study common bean tolerance to drought stress, and to use these gene sources to improve common bean varieties that are more sensitive to drought. In this study, we compared some physiological traits among three common bean cultivars that have been successfully cultivated in semiarid lands in the north of México (PS, AH, and NP), especially the PS, which is a drought-tolerant cultivar. This encouraged the identification of key DEGs in this cultivar after drought stress treatment in an early stage of plant development. In general, most of the up-regulated genes were involved in plant cell-wall dynamics and polysaccharide metabolic processes, whereas down-regulated genes were associated with protein folding, chloroplast, and oxidation-reduction processes. Our findings suggest that SCW properties contribute to *P. vulgaris* L. drought tolerance through alleviation or mitigation of drought-induced osmotic disturbances, making drought-tolerant cultivars more adaptable to such stress. Unraveling the complex mechanisms of drought tolerance is challenging and requires more intensive and integrative studies to find key functional components or molecular machinery that can be used as tools for engineering and breeding drought-tolerant crops. For instance, biotechnological tools aimed to increase cell wall properties and integrity could improve resilience to a changing climate in the future.

## Methods

### Plant material and growth conditions

Three well-known genotypes of the common bean, PS, AH and NP, were used in this study. PS and NP belong to the Mesoamerican gene pool, whereas AH is from the Andean gene pool [22]. Certified seeds corresponding to PS (FRI-040-251,104) and AH (747-FRI-001-220,995) were obtained from the National Institute for Forest and Agricultural Research (INIFAP). In the case of NP (AP78/Mo-91-92–2029-20 M genotype), such cultivar was kindly provided by INIFAP-Campo Experimental del Valle del Fuerte, México [119]. Seeds were soaked in 96% ethanol for 1 min. Then, ethanol was discarded, and 50% sodium hypochlorite was added for 5 to 12 min, depending on the cultivar (5 min for AH, 8 min for PS and 12 min for NP) with constant agitation. Finally, seeds were washed five times with sterile distilled water before planting in sterile aluminum trays containing a layer of wet sheets of paper. Trays were covered with aluminum foil and incubated at 30 °C for a week. Then, seedlings were transferred into plant pots containing sterile vermiculite as substrate and grown under greenhouse conditions. All plants were watered with Hoagland’s basal salt solution in increasing concentrations every week (from 0.1X to 1X) to fulfill increasing growth demands. For the experiments, plants at the development stage V4, showing three fully expanded trifoliate leaves (45-days after planting), were randomized and subjected to the described water regimes. Each experimental unit was composed of twenty-four pots with two plants per pot, considering eight replicates. Accordingly, plants without any treatment (Control), drought-treated plants (Drought), and post-drought recovery plants (Recovery) were established. Whereas plants of the control group (C) grew under continuous irrigation, drought-treated plants (D) were subjected to a period of progressive water deficit for 2 weeks by suppression of irrigation. The drought treatment was stopped when plants showed clear symptoms of stress like small leaves, dark green foliage color, leaf wilting and folding, leaf drop, as well as premature senescence. A group of plants subjected to the drought treatment (60-days old plants after transplanting) was re-watered with Hoagland’s solution to allow plant recovery for 2 weeks and classified as post-drought recovery plants (R) (74-days after transplanting). During the experiment, phenotypic (photographic) record and physiological measurements were taken at indicated times. Finally, at the end of the experiments, aboveground plant tissues of PS cultivar (including all trifoliates, petioles, internodes, and stems, and excluding senescent primary leaves) were sampled and pooled, followed by quick-freezing with liquid nitrogen and stored at − 80 °C for further analysis. All samples from all experiments were harvested between 9:00 and 10:00 h considering circadian and temperature effects. At least two biologically independent experiments were performed for this study, and plant materials from six to nine plants were pooled for each group.

### Physiological measurements

Plant growth was measured and expressed as relative growth (RG). RG values considered the plant height (from the substrate surface to the apical tip of main stem) at the beginning of the drought treatment as 1. In the case of photosystem II (PSII) efficiency, the maximum Quantum Yield (QY) was determined using a fluorometer (intensity of the saturation pulse equals approximately 3000 μmol.m^− 2^.s^− 1^ and lasts ca. 1 s.) (Fluorpen FP 100, PSI Instruments, Czech Republic). QY measurements were always taken on the upper adaxial right side of the leaves tip avoiding the midrib. Measurements were made on primary leaves and the central folio from all expanded trifoliates, of at least six to nine light-pre-adapted plants (equivalent to *F*_*v*_*’/F*_*m*_*′*, ratio of variable to maximum fluorescence of open PSII) from each experimental condition on each independent experiment. For fresh plant weight determination, roots and shoots were sampled followed by weight measurement with a precision balance (Voyager®, Ohaus Corporation, Parsippany, USA). Then, the same samples were dried for a week at 70 °C in a DHG-9145A Hinotek oven, and dry weight was measured. One-way ANOVA was used to compare the statistical difference between measurements (*P* < 0.05). Graphs indicate mean with a 95% confidence interval. Shown data are representative from at least two independent experiments.

### RNA extraction

The previously pooled and frozen aerial plant samples were powdered by grinding the frozen tissue in liquid nitrogen. Each pool included 6–9 plants of each cultivar under control conditions or drought treatment. Thus, 12 RNA samples were extracted in two replicates under either drought or control conditions. Total RNA was extracted using about 45 mg of the powdered sample and added with 700 μL of the Z6-extraction buffer (8 M guanidinium-HCl, 20 mM MES, 20 mM EDTA, 50 mM β-mercaptoethanol, pH 7.5). Then, an equal volume of phenol:chloroform:isoamyl alcohol (25:24:1) was added to carry out the extraction of RNA, followed by purification using the ssDNA/RNA Clean & Concentrator™ kit (Zymo Research Corp, Orange, CA, USA), according to the manufacturer’s instructions. Equal amounts of RNA from control or drought conditions samples were pooled together for further analysis, resulting in two RNA populations, one for control conditions and one for drought treatment. The RNA integrity was verified by agarose gel electrophoresis and the Agilent 2100 bioanalyzer (Agilent Technologies, Palo Alto, CA).

### RNA-Seq analysis

For assessing the transcriptome of PS under control and drought treatment, libraries were constructed corresponding to each condition using the TruSeq RNA Sample Preparation Kit (Illumina, Inc., San Diego, US-CA), following the manufacturer’s recommendations. In brief, poly(A)-tailed mRNA was enriched and fragmented, followed by first-strand cDNA synthesis. Subsequent second strand cDNA synthesis and the final reactions were cleaned up before performing the end repair step, and the addition of a single adenylate into the 3’ends. Adapters were ligated to both ends of the short fragments, which were enriched by 36 PCR cycles and validated. cDNA fragments pools were loaded to Illumina MiSeq (Illumina, Inc., San Diego, US-CA) platform for single-ended sequencing. Illumina reads (GSE123381) were trimmed and filtered using Trimmomatic [120], followed by quality-assessment using the FastQC tool (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Low-quality reads were discarded, and the generated clean data were aligned to the *P. vulgaris* reference genome (G19833) [32] using TopHat [121]. The reference genome and gene annotation for *P. vulgaris L.* v2.1 were obtained from the Phytozome website (http://www.phytozome.net/). TopHat was run for alignment with mostly default settings, except for mismatches (−-read-mismatches 2) and intron length (−-min-intron-length 40, −-max-intron-length 2000). Further analysis was carried out with RNA-Seq analysis approaches using programs of the Tuxedo suite [121–123]. Particularly, PS transcriptomes under Control (C) and Drought (D) conditions were reconstructed by using Cufflinks with the default parameters. To generate comprehensive transcripts for subsequent gene expression analysis, the assembled transcriptomes were subsequently merged by using Cuffmerge.

### Identification of differentially expressed genes

Cuffdiff was used to compare the transcripts expression level, and to test the statistical significance between two conditions [123]. Genes were ranked according to normalized fragments per kilobase per million mapped reads (FPKM) to identify differentially expressed genes (DEGs). FPKM values were assigned to each gene by comparing the FPKM value under the drought treatment to that in the control condition. Genes that were up- or down-regulated were considered as DEGs if their *P*-value was ≤0.05 [122].

### Annotation and functional classification of DEGs

To identify Gene ontology terms significantly enriched within the group of DEGs, up- and down-regulated genes were subjected to analysis using the free online platform of AgriGO (http://bioinfo.cau.edu.cn/agriGO/) (FDR correction and Fisher’s exact test ≤0.1) [124]. In the case of prediction of protein subcellular localization, it was performed with the CELLO tool [125]. For further analysis of DEGs, a search of the corresponding gene orthologs in the Arabidopsis genome was carried out. Then, the subset of DEGs with orthologs in Arabidopsis was used to identify biological pathways significantly enriched using PANTHER (http://www.pantherdb.org/) [126]. Also, manual classification of those DEGs was performed according to cellular processes. Finally, the same subset of DEGs with orthologs in Arabidopsis was subjected to analysis using the String software [127] to construct an interaction network of DEGs.

### Validation of DEGs with RT-PCR

To validate RNA-Seq results, eight genes were selected from the list of DEGs and subjected to semi-quantitative RT-PCR analysis. Primer pairs were designed for *PYL4* (*Pyrabactin resistance 1-like 4*), *XTH6* (*Xyloglucan endotransglucosylase/hydrolase 6*), *CESA4* (*Cellulose synthase A4*), *CSLD5* (*Cellulose synthase like-D5*), *HSP70* (*Heat shock protein 70*), *HSFA2* (*Heat shock transcription factor A2*), *FTSH6* (*FTSH protease 6*) and *HYH* (*HY5-homolog*). Constitutive genes for this study were selected from our RNA-Seq data (*EIF5A*, *Elongation initiation factor 5A*) or previously reported gene references suitable for abiotic stress experiments (*SKIP16*, *SKP1/ASK-interacting protein 16*) [128] (Additional file 14: Table S6). The total RNA was reverse-transcribed using the RevertAid H Minus First-Strand cDNA Synthesis Kit (ThermoScientific, USA), followed by semi-quantitative RT-PCR analysis (28, 30, 32, 34 and 36 cycles) with at least two independent replicates. The data obtained from different PCR runs were analyzed with ImageJ 1.52a (https://imagej.nih.gov/ij/download.html) by quantifying gel bands density values for each DEG. Density values were normalized according to the *EIF5A* constitutive expression on each condition, obtaining the relative transcript abundance for the selected DEGs. One-way ANOVA was used to compare the statistical difference between measurements (*P* < 0.05). Graphs indicate mean with a 95% confidence interval.

## Supplementary information

**Additional file 1: Figure S1.** PSII efficiency of the first true leaves and trifoliates on three common bean cultivars in response to drought stress. **a** Photosystem II efficiency (*F*_*v*_*’/F*_*m*_*′*) of the first true leaves after two weeks of drought treatment. **b, c** and **d** *F*_*v*_*’/F*_*m*_*′* of trifoliates 1, 2, and 3. Pinto Saltillo (PS), Azufrado Higuera (AH), and Negro Jamapa Plus (NP). C, Control; D, Drought. Graphical representation of mean ± SE of six to nine individual plants from each experiment, out of at least two independent biological experiments. Different letters indicate significant differences compared to the control plants.

**Additional file 2: Figure S2.** Changes in RG and *F*_*v*_*’/F*_*m*_*′* values of three common bean cultivars submitted to drought and then recovery. **a** and **b.** RG and *F*_*v*_*’/F*_*m*_*′* values of bean cultivars according to times before (day 0) and after two weeks of drought stress (days 7 and 14), as well as after two weeks of re-hydration (day 28), respectively. Shown *F*_*v*_*’/F*_*m*_*′* values correspond to measurements carried out for all trifoliates of all experiments, which varied from at least three to eight in some cases. In each case, C, D and R correspond to Control, Drought and Recovery, respectively. Graphical representation of at least two independent biological experiments is shown. This figure is an extension of Fig. 2a and b. Pinto Saltillo (PS), Azufrado Higuera (AH), and Negro Jamapa Plus (NP).

**Additional file 3: Figure S3.** Relationship between FW and DW values of the aerial part on three common bean cultivars. FW (black dotted bars) and DW (white bars with diagonal stripes) values corresponding to the three bean varieties are shown after two weeks of drought stress **(a)** and after two weeks of recovery (**b**). Values for FW correspond to the left side, whereas DW is shown on the right side. Control samples exhibit a slight relationship of a ten-fold decrease with regard to FW and DW values. Significant differences (*P* < 0.05) compared to the control plants are indicated by different letters. Pinto Saltillo (PS), Azufrado Higuera (AH), and Negro Plus (NP). C, Control; D, Drought.

**Additional file 4: Figure S4.** Robustness of the PS transcriptome analysis. **a** Density plot of the expression level (log10 FPKM) distribution for all genes in Control and Drought conditions. **b** A scatter plot showing the gene expression values of genes under Control (x-axis) and Drought (y-axis) conditions. Each point represents the expression of a gene under both conditions evaluated. Both plots were generated by CummeRbund.

**Additional file 5: Table S1.** List of DEGs of PS in response to drought stress (Excel file)

**Additional file 6: Figure S5.** Validation of PS DEGs in response to drought from an independent experiment. Semi-quantitative RT-PCR of up-regulated (upper panel) and down-regulated (lower panel) genes are shown at 32 cycles. *PYL4, XHT6, CESA4,* and *CSLD5* correspond to up-regulated genes, whereas *HSP70, HSFA2, FTSH6,* and *HYH* are the down-regulated ones. *SKP16* was used as the constitutive control. C and D indicate Control and Drought. N (No cDNA) and –RT are controls used in the RT-PCR experiments. M indicates the molecular marker (DNA ladder).

**Additional file 7: Figure S6.** Expression levels of DEGs in in AH and NP cultivars. **a.** Selected DEGs according to the network in Fig. 6 are shown regarding their expression levels in AH and NP (boxed). Expression of the same set of genes in PS is presented in Fig. 3. b and c. Density analyses of PCR bands were determined by ImageJ software and normalized using the *EIF5A* constitutive internal control corresponding to each condition (a.u. - arbitrary units) in AH and NP, respectively. Graphical representation of mean ± SE of at least three independent replicates. One-way ANOVA was used to compare the statistical difference between measurements (*P* < 0.05). Samples tested for the same gene are indicated by lowercase letters. Significant differences compared to the control samples are indicated by different numbers. C and D indicate Control and Drought, respectively; M indicates the molecular marker (DNA ladder). (*CSLD5* was not detected in NP under the used PCR conditions).

**Additional file 8: Table S2.** Gene ontology terms enriched among DEGs of PS under drought stress

**Additional file 9: Figure S7.** Gene ontology terms enriched among DEGs with orthologs in Arabidopsis. GO terms enriched or depleted among the up- and down-regulated genes with orthologs in Arabidopsis (425 and 223, respectively) are shown. Classification is according to Biological process (BP), Molecular function (MF), or Cellular compartment (CC).

**Additional file 10: Table S3.** Gene ontology terms enriched among Arabidopsis orthologs of PS DEGs in response to drought stress

**Additional file 11: Figure S8.** Enriched biological pathways in the Arabidopsis orthologs of PS DEGs in response to drought stress. Statistically over- or under-enriched biological pathways in the input list of DEGs (Pie charts in the right) are compared to the reference list of the total number of *Arabidopsis thaliana* genes (Pie charts in the left) using Fisher’s exact test. **a** PANTHER pie chart (right) of the over-represented biological pathways within the up-regulated genes. **b** Pie chart (right) corresponding to the down-regulated genes showing the under-represented biological pathways in this group of DEGs.

**Additional file 12: Table S4.** GENEMANIA and DAVID functional annotation (Excel file)

**Additional file 13: Table S5.** Classification of Arabidopsis orthologs of PS DEGs in response to drought stress according to cellular processes (Excel file)

**Additional file 14: Table S6.** Oligonucleotides used in this study

## Data Availability

The datasets generated and analyzed during the current study are available in the NCBI-GEO (Gene Expression Omnibus) repository, GSE123381 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE123381).

## Abbreviations

PS: Pinto saltillo
AH: Azufrado higuera
NP: Negro jamapa plus
DEGs: Differentially expressed genes
SCW: Secondary cell wall
ASERCA: Apoyos y servicios a la comercialización agropecuaria
RG: Relative growth
QY: Quantum yield
FW: Fresh weight
DW: Dry weight
RNA-Seq: RNA-sequencing
FPKM: Fragments per kilobase per million
GO: Gene ontology
SEA: Singular enrichment analysis
CSC: Cellulose synthase complex
C: Control irrigated plants
D: Drought-treated plants
R: Post-drought recovery plants
NCBI: National centre for biotechnology information
GEO: Gene expression omnibus

# Supplementary material for: Genome-wide transcriptional changes triggered by water deficit on a drought-tolerant common bean cultivar
**Source:** BMC Plant Biol. 2020 Nov 17;20:525. doi: 10.1186/s12870-020-02664-1
**Supplement:** Supplementary file 8 — Additional file 8: Table S2. Gene ontology terms enriched among DEGs of PS under drought stress

**Additional file 8: Table S2** Gene ontology terms enriched among DEGs of PS under drought stress

| DEG*               | GO term         | Description                                          | Genes | p-value  | FDR      |
|--------------------|-----------------|------------------------------------------------------|-------|----------|----------|
| Up-regulated (382) | GO:0005975 (BP) | carbohydrate metabolic process                       | 58    | 4.30E-13 | 2.40E-10 |
|                    | GO:0006073 (BP) | cellular glucan metabolic process                    | 18    | 1.60E-10 | 3.40E-08 |
|                    | GO:0044042 (BP) | glucan metabolic process                             | 18    | 1.80E-10 | 3.40E-08 |
|                    | GO:0044092 (BP) | negative regulation of molecular function            | 14    | 2.60E-09 | 2.90E-07 |
|                    | GO:0043086 (BP) | negative regulation of catalytic activity            | 14    | 2.60E-09 | 2.90E-07 |
|                    | GO:0044264 (BP) | cellular polysaccharide metabolic process            | 19    | 6.20E-08 | 5.70E-06 |
|                    | GO:0044238 (BP) | primary metabolic process                            | 194   | 3.00E-07 | 2.30E-05 |
|                    | GO:0005976 (BP) | polysaccharide metabolic process                     | 19    | 4.60E-07 | 3.10E-05 |
|                    | GO:0008152 (BP) | metabolic process                                    | 245   | 6.80E-06 | 0.00041  |
|                    | GO:0050790 (BP) | regulation of catalytic activity                     | 14    | 1.10E-05 | 0.00061  |
|                    | GO:0065009 (BP) | regulation of molecular function                     | 14    | 1.30E-05 | 0.00065  |
|                    | GO:0044262 (BP) | cellular carbohydrate metabolic process              | 24    | 4.70E-05 | 0.0021   |
|                    | GO:0006508 (BP) | Proteolysis                                          | 27    | 0.00022  | 0.0091   |
|                    | GO:0030243 (BP) | cellulose metabolic process                          | 7     | 0.00027  | 0.0091   |
|                    | GO:0030244 (BP) | cellulose biosynthetic process                       | 7     | 0.00024  | 0.0091   |
|                    | GO:0071555 (BP) | cell wall organization                               | 9     | 0.00027  | 0.0091   |
|                    | GO:0007017 (BP) | microtubule-based process                            | 10    | 0.00028  | 0.0091   |
|                    | GO:0009250 (BP) | glucan biosynthetic process                          | 7     | 0.0012   | 0.038    |
|                    | GO:0016798 (MF) | hydrolase activity, acting on glycosyl bonds         | 44    | 6.60E-15 | 1.40E-12 |
|                    | GO:0004553 (MF) | hydrolase activity, hydrolyzing O-glycosyl compounds | 43    | 7.10E-15 | 1.40E-12 |
|                    | GO:0016787 (MF) | hydrolase activity                                   | 109   | 6.80E-11 | 9.10E-09 |
|                    | GO:0005507 (MF) | copper ion binding                                   | 19    | 7.70E-10 | 7.80E-08 |
|                    | GO:0016762 (MF) | xyloglucan:xyloglucosyl transferase activity         | 11    | 4.00E-09 | 3.20E-07 |
|                    | GO:0042802 (MF) | identical protein binding                            | 14    | 5.30E-09 | 3.60E-07 |
|                    | GO:0004252 (MF) | serine-type endopeptidase activity                   | 15    | 3.70E-07 | 2.20E-05 |
|                    | GO:0004175 (MF) | endopeptidase activity                               | 23    | 3.00E-06 | 0.00015  |
|                    | GO:0016757 (MF) | transferase activity, transferring glycosyl groups   | 30    | 4.40E-06 | 0.00019  |
|                    | GO:0017171 (MF) | serine hydrolase activity                            | 17    | 8.30E-06 | 0.00031  |
|                    | GO:0008236 (MF) | serine-type peptidase activity                       | 17    | 8.30E-06 | 0.00031  |
|                    | GO:0070011 (MF) | peptidase activity, acting on L-amino acid peptides  | 28    | 1.10E-05 | 0.00036  |
|                    | GO:0003824 (MF) | catalytic activity                                   | 230   | 1.20E-05 | 0.00037  |
|                    | GO:0008233 (MF) | peptidase activity                                   | 28    | 2.60E-05 | 0.00074  |
|                    | GO:0016760 (MF) | cellulose synthase (UDP-forming) activity            | 7     | 0.00012  | 0.0031   |
|                    | GO:0016759 (MF) | cellulose synthase activity                          | 7     | 0.00012  | 0.0031   |
|                    | GO:0016758 (MF) | transferase activity, transferring hexosyl groups    | 22    | 0.0004   | 0.0096   |
|                    | GO:0046527 (MF) | glucosyltransferase activity                         | 7     | 0.0011   | 0.024    |
|                    | GO:0035251 (MF) | UDP-glucosyltransferase activity                     | 7     | 0.0011   | 0.024    |
|                    | GO:0004857 (MF) | enzyme inhibitor activity                            | 11    | 0.0014   | 0.027    |
|                    | GO:0048046 (CC) | Apoplast                                             | 11    | 4.00E-09 | 2.00E-07 |

|                      |                 |                                                                                |    |          |          |
|----------------------|-----------------|--------------------------------------------------------------------------------|----|----------|----------|
| Down-regulated (228) | GO:0005618 (CC) | cell wall                                                                      | 18 | 2.50E-09 | 2.00E-07 |
|                      | GO:0030312 (CC) | external encapsulating structure                                               | 18 | 2.20E-08 | 7.50E-07 |
|                      | GO:0005576 (CC) | extracellular region                                                           | 11 | 4.70E-06 | 0.00012  |
|                      | GO:0015630 (CC) | microtubule cytoskeleton                                                       | 5  | 0.0021   | 0.042    |
|                      | GO:0055114 (BP) | oxidation reduction                                                            | 47 | 1.20E-07 | 4.70E-05 |
|                      | GO:0032502 (BP) | developmental process                                                          | 6  | 6.50E-05 | 0.013    |
|                      | GO:0006633 (BP) | fatty acid biosynthetic process                                                | 6  | 0.00033  | 0.044    |
|                      | GO:0016491 (MF) | oxidoreductase activity                                                        | 52 | 8.90E-08 | 2.20E-05 |
|                      | GO:0005506 (MF) | iron ion binding                                                               | 20 | 2.60E-05 | 0.0033   |
|                      | GO:0016746 (MF) | transferase activity, transferring acyl groups                                 | 13 | 0.00023  | 0.019    |
|                      | GO:0016747 (MF) | transferase activity, transferring acyl groups<br>other than amino-acyl groups | 12 | 0.00041  | 0.026    |

\*DEG = Differentially expressed gene; GO = Gene ontology; BP = Biological Process; MF = Molecular Function; CC = Cellular Component; FDR = false discovery ratio

# Supplementary material for: Genome-wide transcriptional changes triggered by water deficit on a drought-tolerant common bean cultivar
**Source:** BMC Plant Biol. 2020 Nov 17;20:525. doi: 10.1186/s12870-020-02664-1
**Supplement:** Supplementary file 10 — Additional file 10: Table S3. Gene ontology terms enriched among Arabidopsis orthologs of PS DEGs in response to drought stress

**Additional file 10: Table S3.** Gene ontology terms enriched among Arabidopsis orthologs of PS DEGs in response to drought stress

| DEG                | Ontology                | GO term    | Description                                     | Genes | p-value  | FDR      |
|--------------------|-------------------------|------------|-------------------------------------------------|-------|----------|----------|
| Up-regulated (425) | Biological process (BP) | GO:0071554 | cell wall organization or biogenesis            | 73    | 4.10E-29 | 1.60E-25 |
|                    |                         | GO:0005976 | polysaccharide metabolic process                | 52    | 3.80E-20 | 7.20E-17 |
|                    |                         | GO:0071555 | cell wall organization                          | 45    | 1.30E-17 | 1.60E-14 |
|                    |                         | GO:0042546 | cell wall biogenesis                            | 34    | 2.20E-17 | 2.10E-14 |
|                    |                         | GO:0070882 | cellular cell wall organization or biogenesis   | 35    | 4.00E-17 | 2.80E-14 |
|                    |                         | GO:0005975 | carbohydrate metabolic process                  | 89    | 5.80E-17 | 2.80E-14 |
|                    |                         | GO:0071669 | plant-type cell wall organization or biogenesis | 39    | 5.80E-17 | 2.80E-14 |
|                    |                         | GO:0048589 | developmental growth                            | 50    | 5.60E-17 | 2.80E-14 |
|                    |                         | GO:0009888 | tissue development                              | 56    | 1.90E-16 | 8.10E-14 |
|                    |                         | GO:0009832 | plant-type cell wall biogenesis                 | 23    | 8.90E-16 | 3.40E-13 |
|                    |                         | GO:0010075 | regulation of meristem growth                   | 24    | 1.90E-15 | 6.50E-13 |
|                    |                         | GO:0035266 | meristem growth                                 | 24    | 4.70E-15 | 1.50E-12 |
|                    |                         | GO:0048509 | regulation of meristem development              | 26    | 6.80E-15 | 2.00E-12 |
|                    |                         | GO:0048638 | regulation of developmental growth              | 28    | 8.30E-15 | 2.30E-12 |
|                    |                         | GO:0044036 | cell wall macromolecule metabolic process       | 30    | 1.10E-14 | 2.70E-12 |
|                    |                         | GO:0040007 | growth                                          | 51    | 1.30E-14 | 3.10E-12 |
|                    |                         | GO:0048731 | system development                              | 78    | 1.20E-13 | 2.60E-11 |
|                    |                         | GO:0048513 | organ development                               | 78    | 1.20E-13 | 2.60E-11 |
|                    |                         | GO:0040008 | regulation of growth                            | 28    | 1.40E-13 | 2.70E-11 |
|                    |                         | GO:0044264 | cellular polysaccharide metabolic process       | 38    | 3.80E-13 | 7.40E-11 |
|                    |                         | GO:0048856 | anatomical structure development                | 105   | 4.70E-13 | 8.60E-11 |
|                    |                         | GO:0009825 | multidimensional cell growth                    | 18    | 7.20E-13 | 1.30E-10 |
|                    |                         | GO:0048507 | meristem development                            | 34    | 9.60E-13 | 1.60E-10 |
|                    |                         | GO:0000271 | polysaccharide biosynthetic process             | 37    | 1.00E-12 | 1.60E-10 |
|                    |                         | GO:0044042 | glucan metabolic process                        | 31    | 3.00E-12 | 4.60E-10 |
|                    |                         | GO:0010073 | meristem maintenance                            | 25    | 8.20E-12 | 1.20E-09 |
|                    |                         | GO:0016051 | carbohydrate biosynthetic process               | 48    | 3.70E-11 | 5.30E-09 |
|                    |                         | GO:0065007 | biological regulation                           | 151   | 1.20E-10 | 1.70E-08 |
|                    |                         | GO:0050896 | response to stimulus                            | 152   | 1.40E-10 | 1.90E-08 |

|  |            |                                                             |     |          |          |
|--|------------|-------------------------------------------------------------|-----|----------|----------|
|  | GO:0010089 | xylem development                                           | 14  | 1.90E-10 | 2.40E-08 |
|  | GO:0010383 | cell wall polysaccharide metabolic process                  | 21  | 2.00E-10 | 2.50E-08 |
|  | GO:0032502 | developmental process                                       | 110 | 5.40E-10 | 6.50E-08 |
|  | GO:0006073 | cellular glucan metabolic process                           | 26  | 7.10E-10 | 8.20E-08 |
|  | GO:0051239 | regulation of multicellular organismal process              | 35  | 1.10E-09 | 1.30E-07 |
|  | GO:0009664 | plant-type cell wall organization                           | 25  | 1.20E-09 | 1.30E-07 |
|  | GO:0008361 | regulation of cell size                                     | 36  | 1.60E-09 | 1.70E-07 |
|  | GO:0009834 | secondary cell wall biogenesis                              | 10  | 1.70E-09 | 1.80E-07 |
|  | GO:0032535 | regulation of cellular component size                       | 36  | 2.40E-09 | 2.40E-07 |
|  | GO:0090066 | regulation of anatomical structure size                     | 36  | 2.40E-09 | 2.40E-07 |
|  | GO:0010087 | phloem or xylem histogenesis                                | 14  | 3.60E-09 | 3.50E-07 |
|  | GO:0010410 | hemicellulose metabolic process                             | 18  | 4.00E-09 | 3.80E-07 |
|  | GO:0010817 | regulation of hormone levels                                | 27  | 4.10E-09 | 3.80E-07 |
|  | GO:0050793 | regulation of developmental process                         | 38  | 4.30E-09 | 3.80E-07 |
|  | GO:0043481 | anthocyanin accumulation in tissues in response to UV light | 14  | 6.20E-09 | 4.70E-07 |
|  | GO:0043480 | pigment accumulation in tissues                             | 14  | 6.20E-09 | 4.70E-07 |
|  | GO:0010382 | cellular cell wall macromolecule metabolic process          | 18  | 5.80E-09 | 4.70E-07 |
|  | GO:0043473 | pigmentation                                                | 14  | 6.20E-09 | 4.70E-07 |
|  | GO:0043478 | pigment accumulation in response to UV light                | 14  | 6.20E-09 | 4.70E-07 |
|  | GO:0043476 | pigment accumulation                                        | 14  | 6.20E-09 | 4.70E-07 |
|  | GO:0043479 | pigment accumulation in tissues in response to UV light     | 14  | 6.20E-09 | 4.70E-07 |
|  | GO:0009653 | anatomical structure morphogenesis                          | 60  | 6.40E-09 | 4.80E-07 |
|  | GO:0007275 | multicellular organismal development                        | 102 | 7.30E-09 | 5.40E-07 |
|  | GO:0045491 | xylan metabolic process                                     | 17  | 1.00E-08 | 7.30E-07 |
|  | GO:0048767 | root hair elongation                                        | 17  | 1.20E-08 | 8.30E-07 |
|  | GO:0016049 | cell growth                                                 | 33  | 2.70E-08 | 1.90E-06 |
|  | GO:0009826 | unidimensional cell growth                                  | 27  | 2.80E-08 | 1.90E-06 |
|  | GO:0060560 | developmental growth involved in morphogenesis              | 27  | 2.80E-08 | 1.90E-06 |
|  | GO:0007017 | microtubule-based process                                   | 21  | 3.10E-08 | 2.00E-06 |

|  |            |                                                       |     |          |          |
|--|------------|-------------------------------------------------------|-----|----------|----------|
|  | GO:0010413 | glucuronoxylan metabolic process                      | 16  | 4.50E-08 | 2.90E-06 |
|  | GO:0045492 | xylan biosynthetic process                            | 16  | 4.90E-08 | 3.10E-06 |
|  | GO:0032501 | multicellular organismal process                      | 102 | 5.30E-08 | 3.30E-06 |
|  | GO:0070592 | cell wall polysaccharide biosynthetic process         | 16  | 6.40E-08 | 3.80E-06 |
|  | GO:0044038 | cell wall macromolecule biosynthetic process          | 16  | 6.40E-08 | 3.80E-06 |
|  | GO:0070589 | cellular component macromolecule biosynthetic process | 16  | 6.40E-08 | 3.80E-06 |
|  | GO:0065008 | regulation of biological quality                      | 54  | 1.00E-07 | 6.10E-06 |
|  | GO:0010015 | root morphogenesis                                    | 24  | 1.20E-07 | 7.20E-06 |
|  | GO:0050789 | regulation of biological process                      | 122 | 1.80E-07 | 1.10E-05 |
|  | GO:0048588 | developmental cell growth                             | 23  | 4.80E-07 | 2.70E-05 |
|  | GO:0048364 | root development                                      | 27  | 6.70E-07 | 3.70E-05 |
|  | GO:0022622 | root system development                               | 27  | 6.90E-07 | 3.80E-05 |
|  | GO:0033692 | cellular polysaccharide biosynthetic process          | 25  | 7.40E-07 | 4.00E-05 |
|  | GO:0042221 | response to chemical stimulus                         | 96  | 1.40E-06 | 7.50E-05 |
|  | GO:0044085 | cellular component biogenesis                         | 47  | 1.60E-06 | 8.30E-05 |
|  | GO:0010054 | trichoblast differentiation                           | 19  | 1.80E-06 | 9.40E-05 |
|  | GO:0044238 | primary metabolic process                             | 223 | 2.00E-06 | 9.80E-05 |
|  | GO:0048765 | root hair cell differentiation                        | 18  | 1.90E-06 | 9.80E-05 |
|  | GO:0048764 | trichoblast maturation                                | 18  | 1.90E-06 | 9.80E-05 |
|  | GO:0044262 | cellular carbohydrate metabolic process               | 53  | 2.00E-06 | 9.90E-05 |
|  | GO:0048469 | cell maturation                                       | 18  | 2.00E-06 | 9.90E-05 |
|  | GO:0009411 | response to UV                                        | 16  | 2.10E-06 | 0.0001   |
|  | GO:0009932 | cell tip growth                                       | 19  | 2.20E-06 | 0.00011  |
|  | GO:0016126 | sterol biosynthetic process                           | 13  | 2.60E-06 | 0.00012  |
|  | GO:0006949 | syncytium formation                                   | 6   | 2.80E-06 | 0.00013  |
|  | GO:0010053 | root epidermal cell differentiation                   | 19  | 2.80E-06 | 0.00013  |
|  | GO:0008152 | metabolic process                                     | 251 | 2.90E-06 | 0.00013  |
|  | GO:0042545 | cell wall modification                                | 20  | 3.00E-06 | 0.00014  |
|  | GO:0021700 | developmental maturation                              | 18  | 3.20E-06 | 0.00014  |
|  | GO:0000902 | cell morphogenesis                                    | 28  | 3.50E-06 | 0.00015  |
|  | GO:0009926 | auxin polar transport                                 | 10  | 3.60E-06 | 0.00015  |
|  | GO:0016125 | sterol metabolic process                              | 13  | 4.00E-06 | 0.00017  |

|  |            |                                                                  |     |          |         |
|--|------------|------------------------------------------------------------------|-----|----------|---------|
|  | GO:0060918 | auxin transport                                                  | 10  | 5.40E-06 | 0.00023 |
|  | GO:0009914 | hormone transport                                                | 10  | 5.90E-06 | 0.00024 |
|  | GO:0007167 | enzyme linked receptor protein signaling pathway                 | 11  | 8.20E-06 | 0.00033 |
|  | GO:0007169 | transmembrane receptor protein tyrosine kinase signaling pathway | 11  | 8.20E-06 | 0.00033 |
|  | GO:0023052 | signaling                                                        | 63  | 8.50E-06 | 0.00034 |
|  | GO:0009628 | response to abiotic stimulus                                     | 68  | 8.50E-06 | 0.00034 |
|  | GO:0034637 | cellular carbohydrate biosynthetic process                       | 33  | 9.10E-06 | 0.00036 |
|  | GO:0048653 | anther development                                               | 9   | 1.40E-05 | 0.00053 |
|  | GO:0032989 | cellular component morphogenesis                                 | 28  | 1.40E-05 | 0.00056 |
|  | GO:0006084 | acetyl-CoA metabolic process                                     | 10  | 1.60E-05 | 0.0006  |
|  | GO:0007018 | microtubule-based movement                                       | 8   | 1.80E-05 | 0.00068 |
|  | GO:0007389 | pattern specification process                                    | 17  | 3.10E-05 | 0.0011  |
|  | GO:0048468 | cell development                                                 | 26  | 3.20E-05 | 0.0012  |
|  | GO:0006694 | steroid biosynthetic process                                     | 13  | 4.80E-05 | 0.0018  |
|  | GO:0007166 | cell surface receptor linked signaling pathway                   | 11  | 4.90E-05 | 0.0018  |
|  | GO:0010033 | response to organic substance                                    | 67  | 6.00E-05 | 0.0022  |
|  | GO:0009416 | response to light stimulus                                       | 36  | 7.10E-05 | 0.0025  |
|  | GO:0005982 | starch metabolic process                                         | 13  | 7.10E-05 | 0.0025  |
|  | GO:0009987 | cellular process                                                 | 255 | 7.40E-05 | 0.0026  |
|  | GO:0042547 | cell wall modification during multidimensional cell growth       | 5   | 0.00011  | 0.004   |
|  | GO:0048466 | androecium development                                           | 11  | 0.00012  | 0.0042  |
|  | GO:0048443 | stamen development                                               | 11  | 0.00012  | 0.0042  |
|  | GO:0009913 | epidermal cell differentiation                                   | 19  | 0.00012  | 0.0042  |
|  | GO:0007010 | cytoskeleton organization                                        | 20  | 0.00012  | 0.0042  |
|  | GO:0008544 | epidermis development                                            | 19  | 0.00013  | 0.0043  |
|  | GO:0007398 | ectoderm development                                             | 19  | 0.00013  | 0.0043  |
|  | GO:0009605 | response to external stimulus                                    | 33  | 0.00014  | 0.0045  |
|  | GO:0030243 | cellulose metabolic process                                      | 10  | 0.00014  | 0.0045  |
|  | GO:0008202 | steroid metabolic process                                        | 13  | 0.00014  | 0.0045  |
|  | GO:0048869 | cellular developmental process                                   | 40  | 0.0002   | 0.0065  |
|  | GO:0009314 | response to radiation                                            | 36  | 0.00023  | 0.0072  |

|  |                         |            |                                                      |     |          |          |
|--|-------------------------|------------|------------------------------------------------------|-----|----------|----------|
|  |                         | GO:0051707 | response to other organism                           | 39  | 0.00026  | 0.0082   |
|  |                         | GO:0042446 | hormone biosynthetic process                         | 13  | 0.0004   | 0.013    |
|  |                         | GO:0023034 | intracellular signaling pathway                      | 17  | 0.00041  | 0.013    |
|  |                         | GO:0042219 | cellular amino acid derivative catabolic process     | 9   | 0.00042  | 0.013    |
|  |                         | GO:0023033 | signaling pathway                                    | 19  | 0.00044  | 0.014    |
|  |                         | GO:0009719 | response to endogenous stimulus                      | 42  | 0.00045  | 0.014    |
|  |                         | GO:0000226 | microtubule cytoskeleton organization                | 12  | 0.00048  | 0.014    |
|  |                         | GO:0042402 | cellular biogenic amine catabolic process            | 8   | 0.00054  | 0.016    |
|  |                         | GO:0009725 | response to hormone stimulus                         | 37  | 0.00054  | 0.016    |
|  |                         | GO:0010374 | stomatal complex development                         | 11  | 0.0006   | 0.018    |
|  |                         | GO:0042743 | hydrogen peroxide metabolic process                  | 14  | 0.00074  | 0.021    |
|  |                         | GO:0006833 | water transport                                      | 9   | 0.00076  | 0.022    |
|  |                         | GO:0042044 | fluid transport                                      | 9   | 0.00076  | 0.022    |
|  |                         | GO:0051704 | multi-organism process                               | 45  | 0.00079  | 0.022    |
|  |                         | GO:0023060 | signal transmission                                  | 44  | 0.00078  | 0.022    |
|  |                         | GO:0023046 | signaling process                                    | 44  | 0.00079  | 0.022    |
|  |                         | GO:0009886 | post-embryonic morphogenesis                         | 18  | 0.0008   | 0.022    |
|  |                         | GO:0050794 | regulation of cellular process                       | 94  | 0.00087  | 0.024    |
|  |                         | GO:0006800 | oxygen and reactive oxygen species metabolic process | 14  | 0.001    | 0.028    |
|  |                         | GO:0001666 | response to hypoxia                                  | 7   | 0.001    | 0.029    |
|  |                         | GO:0044283 | small molecule biosynthetic process                  | 45  | 0.0013   | 0.034    |
|  |                         | GO:0070482 | response to oxygen levels                            | 7   | 0.0013   | 0.035    |
|  |                         | GO:0006066 | alcohol metabolic process                            | 31  | 0.0013   | 0.036    |
|  |                         | GO:0042445 | hormone metabolic process                            | 13  | 0.0016   | 0.042    |
|  |                         | GO:0009607 | response to biotic stimulus                          | 41  | 0.0018   | 0.048    |
|  | Molecular function (MF) | GO:0016798 | hydrolase activity, acting on glycosyl bonds         | 36  | 2.00E-15 | 9.00E-13 |
|  |                         | GO:0004553 | hydrolase activity, hydrolyzing O-glycosyl compounds | 34  | 1.20E-14 | 2.80E-12 |
|  |                         | GO:0016758 | transferase activity, transferring hexosyl groups    | 28  | 4.80E-11 | 7.20E-09 |
|  |                         | GO:0003824 | catalytic activity                                   | 186 | 1.90E-08 | 2.10E-06 |
|  |                         | GO:0016757 | transferase activity, transferring                   | 29  | 6.60E-08 | 5.90E-06 |

|  |                         |            |                                                              |     |          |          |
|--|-------------------------|------------|--------------------------------------------------------------|-----|----------|----------|
|  |                         |            | glycosyl groups                                              |     |          |          |
|  |                         | GO:0016762 | xyloglucan:xyloglucosyl transferase activity                 | 8   | 1.30E-07 | 9.50E-06 |
|  |                         | GO:0016787 | hydrolase activity                                           | 82  | 3.00E-07 | 1.90E-05 |
|  |                         | GO:0008194 | UDP-glycosyltransferase activity                             | 16  | 1.40E-06 | 7.80E-05 |
|  |                         | GO:0060089 | molecular transducer activity                                | 16  | 1.30E-05 | 0.00056  |
|  |                         | GO:0004871 | signal transducer activity                                   | 16  | 1.30E-05 | 0.00056  |
|  |                         | GO:0005507 | copper ion binding                                           | 14  | 3.20E-05 | 0.0013   |
|  |                         | GO:0047262 | polygalacturonate 4-alpha-galacturonosyltransferase activity | 5   | 7.10E-05 | 0.0026   |
|  |                         | GO:0004091 | carboxylesterase activity                                    | 16  | 0.00013  | 0.0045   |
|  |                         | GO:0004650 | polygalacturonase activity                                   | 7   | 0.00015  | 0.0049   |
|  |                         | GO:0016740 | transferase activity                                         | 68  | 0.00044  | 0.012    |
|  |                         | GO:0046527 | glucosyltransferase activity                                 | 9   | 0.00042  | 0.012    |
|  |                         | GO:0003777 | microtubule motor activity                                   | 6   | 0.00067  | 0.018    |
|  |                         | GO:0004674 | protein serine/threonine kinase activity                     | 27  | 0.0012   | 0.03     |
|  |                         | GO:0016684 | oxidoreductase activity, acting on peroxide as acceptor      | 7   | 0.0019   | 0.041    |
|  |                         | GO:0004190 | aspartic-type endopeptidase activity                         | 6   | 0.002    | 0.041    |
|  |                         | GO:0070001 | aspartic-type peptidase activity                             | 6   | 0.002    | 0.041    |
|  |                         | GO:0004601 | peroxidase activity                                          | 7   | 0.0019   | 0.041    |
|  |                         | GO:0030599 | pectinesterase activity                                      | 8   | 0.0022   | 0.044    |
|  |                         | GO:0003774 | motor activity                                               | 6   | 0.0024   | 0.045    |
|  | Cellular component (CC) | GO:0030312 | external encapsulating structure                             | 61  | 6.80E-30 | 2.00E-27 |
|  |                         | GO:0005618 | cell wall                                                    | 60  | 3.70E-29 | 5.40E-27 |
|  |                         | GO:0005576 | extracellular region                                         | 122 | 6.00E-27 | 5.80E-25 |
|  |                         | GO:0009505 | plant-type cell wall                                         | 36  | 1.00E-21 | 7.20E-20 |
|  |                         | GO:0005886 | plasma membrane                                              | 123 | 1.90E-17 | 1.10E-15 |
|  |                         | GO:0031225 | anchored to membrane                                         | 25  | 4.90E-13 | 2.40E-11 |
|  |                         | GO:0048046 | apoplast                                                     | 30  | 3.50E-12 | 1.40E-10 |
|  |                         | GO:0016020 | membrane                                                     | 151 | 3.60E-11 | 1.30E-09 |
|  |                         | GO:0046658 | anchored to plasma membrane                                  | 12  | 2.20E-09 | 6.80E-08 |
|  |                         | GO:0044459 | plasma membrane part                                         | 43  | 8.60E-09 | 2.50E-07 |
|  |                         | GO:0031226 | intrinsic to plasma membrane                                 | 13  | 1.00E-07 | 2.60E-06 |
|  |                         | GO:0044425 | membrane part                                                | 68  | 7.20E-07 | 1.70E-05 |
|  |                         | GO:0005911 | cell-cell junction                                           | 32  | 3.40E-06 | 6.60E-05 |

|                      |                         |            |                                       |    |          |          |
|----------------------|-------------------------|------------|---------------------------------------|----|----------|----------|
|                      |                         | GO:0055044 | symplast                              | 32 | 3.30E-06 | 6.60E-05 |
|                      |                         | GO:0009506 | plasmodesma                           | 32 | 3.30E-06 | 6.60E-05 |
|                      |                         | GO:0030054 | cell junction                         | 32 | 3.70E-06 | 6.60E-05 |
|                      |                         | GO:0031224 | intrinsic to membrane                 | 37 | 2.50E-05 | 0.00043  |
| Down-regulated (223) | Biological process (BP) | GO:0009628 | response to abiotic stimulus          | 38 | 2.60E-14 | 1.50E-11 |
|                      |                         | GO:0009408 | response to heat                      | 15 | 1.60E-13 | 4.60E-11 |
|                      |                         | GO:0009266 | response to temperature stimulus      | 22 | 3.60E-13 | 6.80E-11 |
|                      |                         | GO:0010035 | response to inorganic substance       | 16 | 2.50E-11 | 3.50E-09 |
|                      |                         | GO:0050896 | response to stimulus                  | 56 | 9.20E-10 | 1.00E-07 |
|                      |                         | GO:0042542 | response to hydrogen peroxide         | 8  | 2.60E-09 | 2.50E-07 |
|                      |                         | GO:0006950 | response to stress                    | 38 | 1.10E-08 | 8.90E-07 |
|                      |                         | GO:0000302 | response to reactive oxygen species   | 8  | 7.70E-08 | 5.50E-06 |
|                      |                         | GO:0009644 | response to high light intensity      | 7  | 9.60E-08 | 6.10E-06 |
|                      |                         | GO:0009642 | response to light intensity           | 8  | 1.20E-07 | 6.60E-06 |
|                      |                         | GO:0009416 | response to light stimulus            | 17 | 1.40E-07 | 7.30E-06 |
|                      |                         | GO:0009314 | response to radiation                 | 17 | 2.10E-07 | 9.80E-06 |
|                      |                         | GO:0042221 | response to chemical stimulus         | 33 | 2.50E-07 | 1.10E-05 |
|                      |                         | GO:0006979 | response to oxidative stress          | 12 | 9.70E-07 | 3.90E-05 |
|                      |                         | GO:0006629 | lipid metabolic process               | 17 | 1.30E-05 | 0.00049  |
|                      |                         | GO:0044255 | cellular lipid metabolic process      | 14 | 2.30E-05 | 0.00082  |
|                      |                         | GO:0006633 | fatty acid biosynthetic process       | 7  | 2.60E-05 | 0.00088  |
|                      |                         | GO:0032787 | monocarboxylic acid metabolic process | 11 | 3.90E-05 | 0.0012   |
|                      |                         | GO:0006631 | fatty acid metabolic process          | 8  | 7.20E-05 | 0.0022   |
|                      |                         | GO:0010038 | response to metal ion                 | 8  | 0.0001   | 0.003    |
|                      |                         | GO:0008610 | lipid biosynthetic process            | 10 | 0.00033  | 0.0089   |
|                      |                         | GO:0010033 | response to organic substance         | 19 | 0.00042  | 0.011    |
|                      |                         | GO:0009737 | response to abscisic acid stimulus    | 9  | 0.00048  | 0.012    |
|                      |                         | GO:0043436 | oxoacid metabolic process             | 14 | 0.00065  | 0.014    |
|                      |                         | GO:0006082 | organic acid metabolic process        | 14 | 0.00066  | 0.014    |
|                      |                         | GO:0019752 | carboxylic acid metabolic process     | 14 | 0.00065  | 0.014    |
|                      |                         | GO:0046686 | response to cadmium ion               | 6  | 0.00076  | 0.016    |
|                      |                         | GO:0042180 | cellular ketone metabolic process     | 14 | 0.00083  | 0.017    |
|                      |                         | GO:0016053 | organic acid biosynthetic process     | 9  | 0.00094  | 0.018    |
|                      |                         | GO:0046394 | carboxylic acid biosynthetic process  | 9  | 0.00094  | 0.018    |
|                      |                         | GO:0006457 | protein folding                       | 7  | 0.0014   | 0.026    |
|                      |                         | GO:0009607 | response to biotic stimulus           | 11 | 0.0016   | 0.028    |

|  |                               |            |                                                                                               |    |          |          |
|--|-------------------------------|------------|-----------------------------------------------------------------------------------------------|----|----------|----------|
|  | Molecular<br>function<br>(MF) | GO:0016491 | oxidoreductase activity                                                                       | 31 | 9.40E-10 | 1.80E-07 |
|  |                               | GO:0003824 | catalytic activity                                                                            | 96 | 6.20E-09 | 5.80E-07 |
|  |                               | GO:0016701 | oxidoreductase activity, acting on<br>single donors with incorporation of<br>molecular oxygen | 5  | 4.00E-06 | 0.00025  |

# Supplementary material for: Genome-wide transcriptional changes triggered by water deficit on a drought-tolerant common bean cultivar
**Source:** BMC Plant Biol. 2020 Nov 17;20:525. doi: 10.1186/s12870-020-02664-1
**Supplement:** Supplementary file 14 — Additional file 14: Table S6. Oligonucleotides used in this study

**Additional file 14: Table S6** Oligonucleotides used in this study

| Primer   | Sequence                        | Product (bp) |
|----------|---------------------------------|--------------|
| PYL4-F   | 5' AGAGCTGTCACGTCATTGGAG 3'     | 237          |
| PYL4-R   | 5' GTTGTTTCGTGGCGCTAAGT 3'      |              |
| XTH6-F   | 5' TCTTGGGGAACCGTAGTGGT 3'      | 237          |
| XTH6-R   | 5' CTCCCATTGCCTGCATCCTT 3'      |              |
| CESA4-F  | 5' TGACTCCGATGAGCATCAGG         | 408          |
| CESA4-R  | 5' TTGCCAGTAACACTTCCAGCTG 3'    |              |
| CSLD5-F  | 5' GCTATTCTCAGCCCTTATAGGATGC 3' | 416          |
| CSLD5-R  | 5' AATGTCAACAAAGCTCCACCATC 3'   |              |
| HSP70-F  | 5' AATCAACACCGTTTTTCGATGC 3'    | 329          |
| HSP70-R  | 5' TACGCATAACATTGAGCCCTGA 3'    |              |
| HSFA2-F  | 5' AACACTCTTACACTCGCACCG 3'     | 363          |
| HSFA2-R  | ACCATAGGTGTTGAGCTGTCG 3'        |              |
| FTSH6-F  | 5' GTGCAGACCTGGCAAACCTC 3'      | 217          |
| FTSH6-R  | 5' ACTGGATCATGTCCTGCGGT 3'      |              |
| HYH-F    | 5' GTTCTGCTCAACAAGCCCG 3'       | 172          |
| HYH-R    | 5' CGTCTACTTTTGGCCTTGCAT 3'     |              |
| EIF5A-F  | 5' ACGAGGAACACCACTTCGAG 3'      | 171          |
| EIF5A-R  | 5' AGTGACACTTTGCGTGTCCA 3'      |              |
| SKIP16-F | 5' ATGTTGCCAGAGTCGCTTGT 3'      | 202          |
| SKIP16-R | 5' ACACGCTTAACAAGAGGCCA 3'      |              |

How the deposited data were processed for this re-analysis (not part of the article)

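The RNA-Seq data come from aerial tissue of the common bean cultivar Pinto Saltillo, with 1 library from well-watered plants and 1 from plants left without watering for 2 weeks from 45 days of age. Each pool held 6 to 9 plants, and the paper's methods say that RNA was pooled by condition before the library was made. The sample labels mention 2 libraries per condition, while the deposited table holds 1 value per gene and condition, so the data were treated as 1 library per condition. The condition of each library was taken from its label and the paper.

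The authors trimmed the reads with Trimmomatic, checked them with FastQC, aligned them with TopHat and ran Cufflinks, Cuffmerge and Cuffdiff, and the paper's text gives no versions of these tools. The deposited FPKM values are those the authors obtained from Cuffdiff, as fragments per kilobase of transcript, scaled to the mapped reads of the library. The log2 fold change in the authors' deposited table is the log2 of the drought over the control FPKM without an added constant, and of the 1217 genes listed at 0 in one library it is infinite in 1215 and 0 in 2. The p-value and q-value in the authors' deposited table are Cuffdiff's, made without replicates, and the q-value is adjusted over the genes tested. The table also gives a locus and a list of Gene Ontology terms for each gene, and terms were present for 90.3% of the 27197 genes. In 227 genes the list of terms is shortened at 1024 characters, so a term counted here can be missing for those genes. Of all genes, 737 share their locus with another gene, and reads of such genes can be split or assigned to either. The identifiers end in version 1.0 while the methods name annotation version 2.1, and no coordinates were converted. No column of per-sample values was left unused.

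From the deposited FPKM, the log2 ratio of drought + 1 over control + 1 was computed for each gene, so the ratio of a gene near 0 is understated. With 1 library per condition no p-value across genes was computed, and genes are described by their values, by a change of at least 4-fold, and in groups by the median log2 ratio. The median of a group was placed among the medians of 10000 random lists of the same size. These were drawn with a fixed seed from 20 bins of log2(mean FPKM of both libraries + 1). A group is described as standing apart when it lies outside the middle 95% of the random medians. The genes of Table S1 that carry a GO term were counted and set beside 10000 random sets matched in the same way, drawn from the 22063 genes that could have entered the list, with a P-value below 1 and FPKM above 0 in both libraries. The placing of a median among random lists was tested on simulated ratios for the real 19661 genes, using 200 lists of 50 genes each. The ratios were drawn independently for each gene around an assumed trend with expression, so genes that change together were not simulated. The counts by GO term were not tested in this way. Unchanged lists fell outside the range in 4% of cases, and lists of low expressed genes in 5%, against 37.5% without matching on expression. Lists shifted by 0.25 on the log2 scale were found in 68% of cases and lists shifted by 0.5 in 100%.

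The genes named in the text were set by rule: genes the paper names in its results or in Table 2, the 8 genes of the RT-PCR analysis, a list of clock genes, the 5 genes with the largest rise and the 5 with the largest fall in log2 ratio, and genes of Table S5 that are in both parts or absent from Table S1. Genes named outside this rule are marked where they appear. The constitutive genes EIF5A and SKIP16 have no identifier in the paper's tables and were not analysed here. Gene symbols are those of Table 2 and Tables S1 and S5.

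The alternatives changed the pseudocount to 0.1 or 0.01, divided each library by its 75th percentile, scaled each to a sum of 1000000, centred the ratios on the median, kept genes with FPKM of at least 1 in both libraries or of at least 5 in either, used 10 bins, and matched random lists on locus length too. Other criteria for the authors' calls were a P-value of at most 0.01, a q-value of at most 0.05, a fold change of at least 4, and FPKM filters. These alternatives and the rule for the named genes were fixed before the deposited table was opened. The list of clock genes and the 4-fold limit were set after Table S1, which holds values of these same libraries, had been read. The use of GO terms, a further criterion for the calls, the removal of a trend and several tests of the closing section came afterwards and are marked there. Gene families defined by descriptions had been planned, but no table of descriptions was used here, and 39 terms of the deposited GO column took their place. These terms were chosen after the table had been opened and before any value by term was seen. Subcellular localization, interaction networks, RT-PCR and the physiological measurements were not analysed here.

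Depth limits the low genes most. If the uniquely mapped reads are the total behind the FPKM, which the paper does not state, an FPKM of 1 stands for about 51.8 reads per kb of transcript in the control library and 48.0 in the drought library. Reads per gene were not used here, so no counting interval is given. The computation used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and statsmodels 0.14.6, and figures were drawn with Matplotlib 3.10.9.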

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

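All tests in this part were chosen after the results were seen.

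In the authors' deposited table, 111 genes listed at 0 in the control library and 24 listed at 0 in the drought library have a P-value below 0.06 and an infinite fold change. They pass both limits seen in Table S1 and are outside it, and the paper does not report on them. Their FPKM in the other library had a median of 0.641 and ran from 0.221 to 6.39. Of the 135 genes, 11 have a q-value of at most 0.05 in the authors' deposited table, and 26 carry at least 1 of the GO terms counted here for the cell wall. Phvul.008G177100, on chromosome 8 from 46696137 to 46697372, was listed at 0 in control and at 6.39 FPKM in drought, and Phvul.011G077100, on chromosome 11 from 7144889 to 7145740, at 0 and 3.15 FPKM. Both were chosen after their values were seen, and no fold is given against a library at 0. A locus shared with another gene, which could move reads from one gene to the other, is argued against, because 0 of the 135 genes share their locus, where 2.71% of all genes do. Short gene models may contribute, since the median locus length was 1136 bp against 2635 bp in genes of the same mean expression, at percentile 0 of the random lists. This would account for uncertain estimates and not for the larger number at 0 in control. A shortage of fragments in the other library is not settled. If the uniquely mapped reads are the total behind the FPKM, it stands for a median of 39.8 reads over the locus length and at least 8.37, but the locus includes introns, and exon lengths were not used here, so a shortage of fragments and a true absence cannot be told apart. An effect of drought on these genes was not tested beyond the values themselves and stays open.

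Phvul.011G120500, on chromosome 11 from 21156313 to 21157326, was listed at 0 in the control library and at 11098 FPKM in the drought library, and the paper does not report on it. It ranks 15 by FPKM in the drought library and takes 0.903% of all its FPKM. The next largest FPKM of a gene listed at 0 in the other library was 40.5. The authors' deposited table gives it a log2 fold change of 0 and a P-value of 1. Of the 1217 genes listed at 0 in one library only, 1215 have an infinite fold change in the authors' deposited table and 2 have a fold change of 0, this gene among them. That is consistent with a failed estimate in the control library, where the 0 would stand for no value and not for no expression. No biological explanation was tested for this gene.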

How the results depend on the processing

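The GO term sets and the removal of the trend of the ratio with mean expression were added after the deposited table had been opened, and so was the combination of a P-value below 0.06 with a log2 fold change above 2 and values above 0 in both libraries. No paired analysis was possible because each condition has 1 library. The planned gene families by annotation and water deficit marker families were not run as written, nor were their alternatives, because they needed a table of gene descriptions that was not used here.

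The lists of cell wall dynamics and of protein folding from Table S5 hold genes called in these libraries, so they lie beyond the random lists by construction, and only the size of their medians can be compared. Under 8 alternatives the medians ran from 2.27 to 3.23 and from −2.90 to −2.23. Of the 440 values of 88 single genes under 5 alternatives, none changed direction, but the alternatives could not have changed it. A pseudocount keeps the direction of a ratio. The scalings moved the median of all genes by at most 0.09, and the smallest of these ratios, that of POK2, was 0.48. Of the 440 values, 380 stayed on the same side of a 4-fold change, 56 passed it and 4 fell below it. The passing values came mostly from the pseudocounts of 0.1, with 23 genes, and 0.01, with 25. Of the RT-PCR genes, 7 changed at least 4-fold, and 8 did so with either smaller pseudocount. The 1005 genes of Table S1 matched the deposited table both as printed and within 1%. Of the 312 values of 39 GO term sets, 301 were unchanged in their side of the random median and of the random range. The sign of medians near 0 is not counted here and changed in some sets. The median of the term chloroplast, for example, went from −0.04 to 0.05 with the 75th percentile scaling.

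With only genes of FPKM at least 5 in either library, cellulose biosynthetic process had a median of −0.0012 at percentile 91.4 and lignin biosynthetic process 0.066, and both were no longer beyond the random lists. Cell division, −0.25, was no longer below them. With FPKM of at least 1 in both libraries, the same held for lignin biosynthetic process, 0.11, for heat acclimation, −0.20, and for oxidation-reduction process, −0.11. With random lists matched on locus length too, it held for cell division, at −0.19 and percentile 2.74, and for oxidation-reduction process, at −0.083 and percentile 3.53. Response to abscisic acid stimulus, −0.076, and structural constituent of ribosome, −0.095, moved to the upper side of the random median with FPKM of at least 1 in both libraries, and the ribosome set, then −0.094, also with FPKM of at least 5 in either. Both lie inside the random range throughout. The filters leave fewer genes in each set, and further causes were not tested.

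The number of genes called in the authors' deposited table depends on the criterion. A P-value of at most 0.01 gave 498 genes, 278 higher and 220 lower, and a q-value of at most 0.05 gave 34 genes, 19 higher and 15 lower. With FPKM of at least 1 in both libraries, 530 higher genes were left in place of 864. Adding a log2 fold change of at least 2 to the P-value of at most 0.05 left 368 lower genes in place of 553, and the combination added later left 360. These drops follow from stricter criteria.

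The number of 4-fold changes depends on the pseudocount, which sets how low genes enter. A pseudocount of 0.1 gave 2085 genes, 1535 higher and 550 lower, so that 73.6% were higher against 60.5% with a pseudocount of 1. A pseudocount of 0.01 gave 3359 genes, 2484 higher and 875 lower. A 2-fold limit gave 3607 genes, 2309 higher and 1298 lower. With FPKM of at least 1 in both libraries, 309 higher genes were left. In Table 2, the genes that changed at least 4-fold numbered 52 with the pseudocount of 0.1 and 54 with 0.01, out of 55, against 32 with a pseudocount of 1.

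The median log2 ratio of all genes, −0.03, changed sign with the 75th percentile scaling (0.060), with the scaling to a common sum (0.063), with centring (0.041) and over all genes above 0 in either library (0.015). None of these shifts reached 0.1 on the log2 scale, but groups whose median lies nearer to 0 than that can change sign with the scaling. Under the scalings tried, none of the 39 GO term sets changed its side of the random range. The set of cell growth without cell wall genes, tested apart from these, did so. It went from percentile 97.86 to 97.44 with the 75th percentile scaling, just inside the range. The depth of the data limits the genes below 1 FPKM most, where the size of a change depends on the pseudocount.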

Differences from the paper's values

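The number of down-regulated genes with a P-value of at most 0.05 in the authors' deposited table was 553, where the paper gives 360. Several alternatives were set before the deposited table was opened, the 4-fold limit among them after Table S1 had been read. A P-value of at most 0.05 with a log2 fold change of at least 2 gave 368. A P-value below 0.06 with the same fold change gave 384. FPKM of at least 1 in either library gave 536 and in both libraries 470. Each of these was within 1.5 times the paper's number. A P-value of at most 0.01, with 220, and a q-value of at most 0.05, with 15, did not close the gap. A P-value below 0.06 with a log2 fold change above 2 and values above 0 in both libraries, chosen after seeing the values, gave the paper's 360, with 645 up-regulated genes and 1005 in all.

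The numbers of genes per GO term were counted with the GO column of the deposited table, and no alternative was set for these counts. Among the up-regulated genes, cell wall organization was carried by 15 genes against the paper's 9, apoplast by 49 against the paper's 11, cell wall by 86 against the paper's 18 and extracellular region by 160 against the paper's 11. Microtubule-based process was carried by 5 up-regulated genes against the paper's 10. Among the down-regulated genes, oxidoreductase activity was carried by 29 genes against the paper's 52. The paper's numbers here are those of Table S2. Its Table S3, which counts Arabidopsis orthologs, comes nearer for apoplast, cell wall, extracellular region and oxidoreductase activity. For cell wall organization and microtubule-based process, Table S3 lies further away.

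The methods give the P-value as the criterion for DEGs, and 71 genes of Table S1 have a P-value above 0.05 in the authors' deposited table. Table S5 places Phvul.002G030900 and Phvul.002G286200 in both its up- and its down-regulated part, and both were higher under drought, with log2 ratios of 2.72 and 2.08. EXL2 (Phvul.002G210200) is in the down-regulated part and had a log2 ratio of 1.81. EXL2, ACHT4 (Phvul.001G109200), SIGE (Phvul.001G061400) and MYB48 (Phvul.005G141200) are in Table S5 and not in Table S1, and the log2 ratios of ACHT4 and MYB48 were −1.56 and −1.53.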

Other observations

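Of the tests in this part, those of clock phase, of mitosis, of bands of mean expression, of the shift that evens the counts and of the trend with expression, and those of scaling and gene length for the cell wall and heat shock genes, were chosen after the results were seen.

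Alongside higher cell wall genes and lower heat shock genes, some called genes of the kind usually raised by water deficit were lower in the drought library. This does not hold for such genes as a whole. Over all genes of a term, response to water deprivation had a median log2 ratio of −0.06 at percentile 37.3. Response to desiccation was higher, with a median of 0.49 at percentile 100. A list of 34 Arabidopsis genes of water deficit was written after Table S1 had been read, and 5 of its genes had been seen there. Of the bean genes in Table S1, 10 have an ortholog on this list, and all 10 were lower, with log2 ratios from −5.30 to −1.08. The orthologs of LEA4-5, Phvul.001G143100 and Phvul.007G259400, went from 478 to 11.2 FPKM and from 211 to 12.9 FPKM. RD29B (Phvul.007G069800) went from 144 to 4.14 FPKM and XERICO (Phvul.006G005100) from 146 to 7.73 FPKM. The 3 genes whose orthologs had not been seen before are among the 10. In the GO column, 24 down-regulated and 8 up-regulated genes of Table S1 carry response to water deprivation, and no random set of 10000 held as many as 24, while 8 lies inside the random range.

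Several explanations for this pattern were tested. A larger share of stem in the drought tissue is not settled. A share large enough to lower the genes of photosynthesis is argued against, since their median log2 ratio was 0.33 at percentile 100. The genes of secondary cell wall biogenesis, which more stem could raise, go the other way, with a median of 1.35 at percentile 100. A share too small to lower the genes of photosynthesis is therefore not excluded. More dividing tissue in the drought sample as the main source is argued against by the genes of cell division, with a median of −0.19 at percentile 1.42, which ran up to 2.74 and so just inside the random range in 2 of 8 alternatives, but not to the upper side. DNA replication ran from percentile 4.45 to 14.7, and of 7 further sets for mitosis, cytokinesis, proliferation and the start of replication 0 were beyond the random lists. Some values go the other way, namely microtubule-based movement, with a median of 0.37 at percentile 99.28, and the called genes CYCB1;4, from 0.166 to 3.40 FPKM, and CDKB2;2, from 0.631 to 5.82 FPKM, so a rise of fewer cell cycle genes is not excluded. Scaling of the libraries is argued against for the cell wall and heat sets, since a change of scale moves all genes the same way, while after centring response to heat had a median of −0.33 and the cell wall set 0.36. Gene length is argued against for the same sets, which stayed at percentiles 0 and 100 among random lists matched on locus length. More expanding tissue could be part of the pattern, but the test is not decisive. The 60 genes of cell growth without cell wall genes had a median of 0.23 at percentile 97.86, and across 8 settings the percentile ran from 97.15 to 99.67, beyond the middle 95% of the random medians in 5 of them. A swap of the libraries between the conditions remains open as well. It predicts lower genes of water deprivation as a set, and their median of −0.06 lay at percentile 37.3, inside the random range. Among them, 21 genes were at least 4-fold lower and 5 at least 4-fold higher, which goes with that prediction. Response to desiccation, with 39 genes, had a median of 0.49 at percentile 100, against that prediction. In that set, 1 gene was at least 4-fold higher and 1 at least 4-fold lower. The paper's RT-PCR on RNA from independent experiments gives the 8 genes tested the same directions, which also speaks against a swap, but the RNA of these libraries cannot be checked here, so swapped and true conditions cannot be told apart from the table. A later clock phase at harvest in the drought sample is a further candidate explanation, although the methods say that harvests of every experiment fell between 9:00 and 10:00 h. All 4 evening-phased clock genes with an ortholog in Table S1 were higher, among them FKF1 (Phvul.002G321800) at 6.89 and 41.9 FPKM, and the morning-phased gene was lower. Of 13 clock genes listed, 5 were found, and they were found among called genes only, so a difference in clock phase and an effect of drought on these genes cannot be told apart from the table. The term circadian rhythm was carried by 10 up-regulated and 7 down-regulated genes of Table S1, and 52 and 148 of the 10000 random sets held as many. Its median of −0.04 at percentile 71.6 does not speak to a shift of phase, which would raise some genes and lower others. An effect of the drought treatment itself, which the design names, was not separated from these.

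More genes were called higher than lower. The share of higher genes among 4-fold changes was 60.5%. With centred ratios it was 65.1%, but the median of all genes is below 0, so centring could only raise it. To even the counts, all log2 ratios would have to be lowered by 0.17, while the medians of all genes under the scalings tried spread over 0.089 and none lay below the unscaled one. This argues against scaling, within that spread, as the whole cause. A trend of the ratio with expression is argued against as the whole cause, since the share was 60.3% with the trend removed. Whether low values account for the excess is not settled. In the test set beforehand, genes with FPKM of at least 1 in both libraries, 309 genes were higher and 255 lower, a share of 54.8% (95% interval 50.7 to 58.8%, with genes taken as independent), but whether a gene passes this filter depends on its change, so the test decides nothing. A split at a mean FPKM of 10 was tried in its place after that result was seen. At a mean FPKM of at least 10, 239 genes were higher and 221 lower, a share of 52.0% (47.4 to 56.5%), which sums 2 opposite bands. At 10 to 50 FPKM the counts were 179 and 136, a share of 56.8% (51.3 to 62.2%), and from 50 FPKM on they were 60 and 85, a share of 41.4% (33.7 to 49.5%). At a mean FPKM of 0.5 to 10 they were 248 and 97, a share of 71.9% (66.9 to 76.4%). The share falls with expression, and low values and a rise of genes that are low in control, as many cell wall genes are, cannot be told apart, since both predict this.

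While the named chloroplast genes of Table 2 were lower, the genes of photosynthesis as a whole were not. Photosystem II assembly had a median log2 ratio of 0.22 over 148 genes, the chloroplast thylakoid membrane 0.16 over 294 genes, and light harvesting 0.32 over 25 genes, at percentiles of 100, 100 and 99.4. The 3170 genes of the term chloroplast had a median of −0.04 at percentile 98.0, slightly above random lists of their expression.

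Among the 5 largest rises in log2 ratio, apart from the gene listed at 0 in control, were Phvul.010G129900 and Phvul.003G131400, both orthologs of AT1G72610, with 3.02 and 653 FPKM and with 2.01 and 182 FPKM in control and drought. Phvul.009G227800, an ortholog of AT5G20630, went from 4.98 to 565 FPKM, and Phvul.003G231900, an ortholog of AT4G37800, from 0.495 to 116 FPKM. The largest fall was that of Phvul.011G042700, from 758 to 4.98 FPKM, and its P-value in the authors' deposited table is 0.321. Phvul.011G106300 went from 69.9 to 0.926 FPKM and Phvul.011G081100 from 77.9 to 1.42 FPKM. The other genes among the 5 largest falls are RD29B and Phvul.001G143100.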
